# Exercise-downregulated CD300E acted as a negative prognostic implication and tumor-promoted role in pan-cancer

**DOI:** 10.3389/fimmu.2024.1437068

**Published:** 2024-07-31

**Authors:** Zhiwen Luo, Jinguo Zhu, Rui Xu, Renwen Wan, Yanwei He, Yisheng Chen, Qing Wang, Shuo Chen, Shiyi Chen

**Keywords:** physical exercise, breast cancer, CD300E, pan-cancer, bioinformatics, proliferation

## Abstract

**Background:**

Breast cancer ranks as one of the most prevalent malignancies among women globally, with increasing incidence rates. Physical activity, particularly exercise, has emerged as a potentially significant modifier of cancer prognosis, influencing tumor biology and patient outcomes.

**Methods:**

Using a murine breast cancer model, we established a control and an exercise group, where the latter was subjected to 21 days of voluntary running. RNA Sequencing, bioinformatics analysis, pan-cancer analysis, and cell experiments were performed to validate the underlying mechanisms.

**Results:**

We observed that exercise significantly reduced tumor size and weight, without notable changes in body weight, suggesting that physical activity can modulate tumor dynamics. mRNA sequencing post-exercise revealed substantial downregulation of CD300E in the exercise group, accompanied by alterations in critical pathways such as MicroRNAs in cancers and the Calcium signaling pathway. Expanding our analysis to a broader cancer spectrum, CD300E demonstrated significant expression variability across multiple cancer types, with pronounced upregulation in myeloma, ovarian, lung, and colorectal cancers. This upregulation was correlated with poorer prognostic outcomes, emphasizing CD300E’s potential role as a prognostic marker and therapeutic target. Moreover, CD300E expression was associated with cancer cell proliferation and apoptosis.

**Conclusion:**

The study highlights the dual role of exercise in modulating gene expression relevant to tumor growth and the potential of CD300E as a target in cancer therapeutics. Further research is encouraged to explore the mechanisms by which exercise and CD300E influence cancer progression and to develop targeted strategies that could enhance patient outcomes in clinical settings.

## 1 Introduction

Breast cancer, a predominant malignancy among women, has witnessed an increasing global incidence (1, 2). The World Health Organization reports that it stands as one of the leading causes of cancer-related deaths among women worldwide (3, 4). The impacts of breast cancer extend beyond severe health threats; its cells invade surrounding tissues and metastasize via lymphatic and circulatory systems to distant organs such as bones, liver, lungs, and brain, complicating and escalating the complexity of treatment protocols (5, 6). Additionally, the socioeconomic repercussions are profound, imposing substantial financial burdens during treatment and straining familial and social relationships due to the psychological toll of the disease (7, 8). Therefore, deepening our understanding of the mechanisms underlying breast cancer pathogenesis and developing innovative targeted therapies are imperative (9–11).

The beneficial impacts of physical activity on health and cancer prevention are multifaceted (12). Exercise enhances cardiovascular efficiency and muscle strength, augments bone density, and aids in osteoporosis prevention (13). It also boosts metabolism, which helps maintain a healthy weight and physique. Immunologically, physical activity increases lymphocyte counts, thereby strengthening the immune system’s defense against diseases, including cancer (14). Exercise also alleviates psychological stress and mitigates symptoms of anxiety and depression, enhancing overall mood and well-being, thereby indirectly reducing cancer risk (15–17). Persistently engaging in physical activities has been shown to correlate with lower cancer incidence rates, likely due to enhanced antioxidative capacity and expedited elimination of carcinogens (18–20). Recent research further underscores the therapeutic potentials of exercise in oncology. A study by Luo et al. revealed that physical activity could transform the immunological microenvironment of non-small cell lung cancer from a “cold” to a “hot” state, indicating that exercise not only increases the population of CD8+ T cells and M1 macrophages but also reduces immunosuppressive cells, thereby sensitizing tumors to immunotherapy (21). This transformative potential of exercise offers a promising adjunct to conventional cancer treatments, suggesting that integrating physical activity could significantly enhance therapeutic outcomes.

The CD300E gene encodes a protein that interacts with the TYRO protein tyrosine kinase binding protein, and is considered an activating receptor (22). Within the immune system, CD300E is posited to play a pivotal role in modulating the activity and functionality of immune cells (23–25). Research indicates that mCD300E can recognize sphingomyelin, thereby regulating the functions of atypical and intermediate monocytes through FcRγ and DAP12 (26). In the realm of oncology, the study of CD300E is garnering increasing attention due to its potential role in modulating tumor immune responses and facilitating immune escape (25, 27). Specifically, CD300E may promote tumor growth and dissemination by influencing the interactions between tumor cells and the immune system. In addition, one patent have reported that CD300E siRNA delays or halts cancer progression by blocking or knocking down cd300e to inhibit its activity or expression, and that the rate of tumor growth is significantly inhibited in mouse tumors compared to controls. Understanding the precise mechanisms of CD300E’s involvement in tumor immunity is critical for the development of novel immunotherapeutic strategies, which could include modulating its expression or function to enhance the immune system’s capacity to target tumors (28, 29).

This study has identified CD300E as a critical target through gene sequencing of voluntary running wheel exercises in mice as an anti-breast cancer initiative. By further analyzing CD300E through bioinformatics and cellular biology experiments, we aim to explore and demonstrate its role in tumor development and progression. This research not only sheds light on the mechanistic underpinnings of CD300E in cancer biology but also underscores the potential of exercise-induced molecular responses as a strategic approach in cancer prevention and treatment.

## 2 Materials and methods

### 2.1 Cell culture

The 4T1 mouse cancer cell line (catalog KGG2224-1) and MDAMB231 (catalog KGG3220-1) were procured from KeyGEN (Nanjing, China). MDA-MB-468 was procured from FengHui ShengWu, China. 4T1 cells were cultured in RPMI-1640 medium enriched with 10% fetal bovine serum (FBS) and sustained at 37°C in either an ambient atmosphere or one containing 5% CO_2_. MDAMB231 and MDAMB468 cells were cultured in the MEM media with 1% non-essential amino acid and 1 mM sodium pyruvate. All media were added with 10% FBS at 37°C with or without 5% CO_2_.

### 2.2 Animal interventions

Female BALB/c mice, aged 5-6 weeks, were obtained from the Shanghai Laboratory Animal Center (SLAC). To establish a triple-negative breast cancer (TNBC) model, 4T1 cells (5 × 10^6) were subcutaneously injected into the abdomen of BALB/c mice. The choice of this specific strain and demographic was based on its relevance to breast cancer research and its consistent response to exercise interventions. All mice were in good health, verified by a veterinarian prior to the commencement of the study. The mice were housed in a controlled environment with a 12-hour light/dark cycle, and were given free access to food and water. Tumor growth was monitored and measured regularly every 2-3 days using calipers. Mice were randomly divided into two groups: an exercise group (E) and a non-exercise group (NE), each comprising five animals. The exercise group underwent a 21-day regimen of voluntary running (no speed or distance limitation), whereas the non-exercise group was maintained under normal husbandry conditions without dietary restrictions. After 21 days, the mice were euthanized, and tumor tissues were collected for mRNA sequencing analysis. Animal experiments were granted by Ethics Committees at Nanjing Medical University.

### 2.3 mRNA sequencing and bioinformatics analysis

21 days subsequent to administering the treatments, tumor samples from mice were carefully collected for mRNA sequencing analysis (30). Following various treatments, cell samples were diligently harvested. The extraction of total RNA from these samples was performed using the highly regarded RNeasy Mini Kit (Qiagen, Hilden, Germany). After RNA extraction, the construction of paired-end libraries was carried out using the TruSeq RNA Sample Preparation Kit (Illumina, USA), adhering meticulously to the protocol provided by TruSeq RNA Sample Preparation. The Shanghai Biotechnology Corporation was tasked with the responsibility of constructing and sequencing the libraries. For the precise mapping of clean reads to the Rnor 6.0 reference genome, allowing up to two mismatches, the widely acclaimed Hisat2 software (version 2.0) was utilized. Subsequent to genome mapping, the esteemed Stringtie software (version 1.3.0) was employed to generate and annotate Fragments per kilobase of exon per million (FPKM) values. Gene expression data were normalized using the trimmed mean of M-values (TMM) method to correct for library size differences and compositional biases. Top-10 genes were shown.

Statistical significance was determined with a P-value threshold set according to the false discovery rate (FDR). mRNAs exhibiting a fold change of ≥ 2 and an FDR ≤ 0.05 were identified as differentially expressed. To further investigate the biological pathways involved, meticulous KEGG pathway analysis was performed using the revered KEGG database (http://www.genome.ad.jp/kegg) within the R environment. Additionally, Gene Set Enrichment Analysis (GSEA) was conducted using R BiocManager to delve deeper into the molecular mechanisms influenced by the treatments.

### 2.4 Pan-cancer analysis

#### 2.4.1 Gene expression and datasets obtained

We utilized the Human Protein Atlas (HPA) to collate comprehensive RNA and protein expression profiles of CD300E in human samples. Furthermore, detailed data on CD300E expression across various tissues and cell lines were sourced from the Harmonizome database. We expanded our dataset by incorporating CD300E mRNA expression data from cancerous, paracancerous, and normal tissue samples provided by TCGA and GTEx databases. Our study spanned a diverse set of 33 cancer types including, Adrenocortical carcinoma (ACC), Bladder Urothelial Carcinoma (BLCA), Breast invasive carcinoma (BRCA), Cervical squamous cell carcinoma and endocervical adenocarcinoma (CESC), Cholangiocarcinoma (CHOL), Colon adenocarcinoma (COAD), Lymphoid Neoplasm Diffuse Large B-cell Lymphoma (DLBC), Esophageal carcinoma (ESCA), Glioblastoma multiforme (GBM), Head and Neck squamous cell carcinoma (HNSC), Kidney Chromophobe (KICH), Kidney renal clear cell carcinoma (KIRC), Kidney renal papillary cell carcinoma (KIRP), Acute Myeloid Leukemia (LAML), Brain Lower Grade Glioma (LGG), Liver hepatocellular carcinoma (LIHC), Lung adenocarcinoma (LUAD), Lung squamous cell carcinoma (LUSC), Mesothelioma (MESO), Ovarian serous cystadenocarcinoma (OV), Pancreatic adenocarcinoma (PAAD), Pheochromocytoma and Paraganglioma (PCPG), Prostate adenocarcinoma (PRAD), Rectum adenocarcinoma (READ), Sarcoma (SARC), Skin Cutaneous Melanoma (SKCM), Stomach adenocarcinoma (STAD), Testicular Germ Cell Tumors (TGCT), Thyroid carcinoma (THCA), Thymoma (THYM), Uterine Corpus Endometrial Carcinoma (UCEC), Uterine Carcinosarcoma (UCS), Uveal Melanoma (UVM).

For statistical analysis, we utilized R software (version 4.2.2) and employed the ggplot2 package to depict CD300E expression across the cancer spectrum. We adopted the median expression level as the threshold for differential expression analyses. Differences between expression groups were assessed using the Wilcoxon rank-sum test.

#### 2.4.2 Survival analysis of CD300E in the 33 cancers

We also conducted survival analyses to explore the prognostic potential of CD300E expression in cancer (18). Using the survival package in R, we performed Kaplan-Meier analyses and employed Cox regression to compare survival outcomes between groups with high and low expression of CD300E. The impact of CD300E expression on survival was visually represented through forest plots using the survminer and ggplot2 packages.

#### 2.4.3 Genetic alteration analysis of CD300E

An investigation into the genetic alterations associated with CD300E was conducted through the cBioPortal. This analysis included an examination of somatic mutation frequencies and detailed genomic information, helping to elucidate the mutation landscape of CD300E in various cancers.

#### 2.4.4 Immunogenomic analyses of CD300E in the 33 cancers

In our immunogenomic analysis across 33 different cancers, we utilized the “GSVA” package and the “ssGSEA” algorithm to assess the relationship between CD300E expression and various immune components, including tumor-infiltrating lymphocytes, immunostimulators, immunoinhibitors, MHC molecules, chemokines, and chemokine receptors. The correlations were determined using Spearman’s correlation coefficient, and p-values less than 0.05 were deemed significant. To effectively display these correlations, we generated heatmaps using the “ggplot2” package.

#### 2.4.5 Functional enrichment analysis of CD300E

We carried out Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses to examine the functions and pathways associated with genes interacting closely with CD300E. These genes were identified through STRING and analyzed using the “clusterProfiler” and “org.Hs.eg.db” packages in R. We set a stringent cutoff threshold of a p-value < 0.01 for both GO and KEGG enrichment analyses. The outcomes of these analyses were visually represented using bubble charts created with the “ggplot2” package.

### 2.5 Cellular experiments

#### 2.5.1 Knockdown of CD300E gene

To knock down CD300E gene expression in tumor cells, we designed and synthesized small interfering RNAs (siRNAs) targeting CD300E using *In vivo*gen-based method (Detailed sequencing can be found in the **Supplementary Table 1**). These siRNA sequences were algorithmically predicted and selected as the most likely to effectively target CD300E mRNA. The specific steps are as follows: siRNA transfection: siRNA transfection was performed using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. Briefly, cells were incubated with a mixture of Lipofectamine 2000 and siRNA to form a complex 24 hours after inoculation and then added to the cells. Gene knockdown efficiency assessment: 48 hours after transfection, CD300E mRNA and protein levels were analyzed by real-time quantitative PCR (qPCR) to verify the efficiency of siRNA knockdown.

#### 2.5.2 Overexpression of CD300E gene

cDNAs of mouse CD300e (GenBankTM accession number NM_172050.3) were isolated by PCR from a cDNA library of mouse BM cells. 

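In the mouse reference annotation (GRCm38), Cd300e lies on the reverse strand of chromosome 11 from 115051917 to 115062177, a span of 10261 bp. It has 1 annotated transcript of 2088 nt with 4 exons. Its coding sequence of 588 nt, without the stop codon, encodes 196 amino acids. Exon 1 (115061985 to 115062177) holds the 5′ untranslated region and 40 coding nt, exon 2 (115055246 to 115055593) is coding throughout (348 nt), exon 3 (115054476 to 115054578) is coding throughout (103 nt), and exon 4 (115051917 to 115053360, 1444 nt) holds the last 97 coding nt and the 3′ untranslated region. The neighboring protein-coding genes are Cd300ld3, a paralog that ends 3508 bp away on the side of the lower coordinates, and Rab37, 29254 bp away on the other side. No protein-coding gene overlaps Cd300e. None of the 2039 stretches of 50 bases of the transcript occurs in a transcript of another gene, so that no exact match of this length is shared with the paralogs. The authors' expression table also gives a length of 2088 for Cd300e but places it on chromosome 11 at 114942743 to 114953003. These coordinates are not those of GRCm38, as only 501 of the 21851 genes matched by identifier have the same start and end, and the build of the table is not named in the paper's text.

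**Figure D1:**
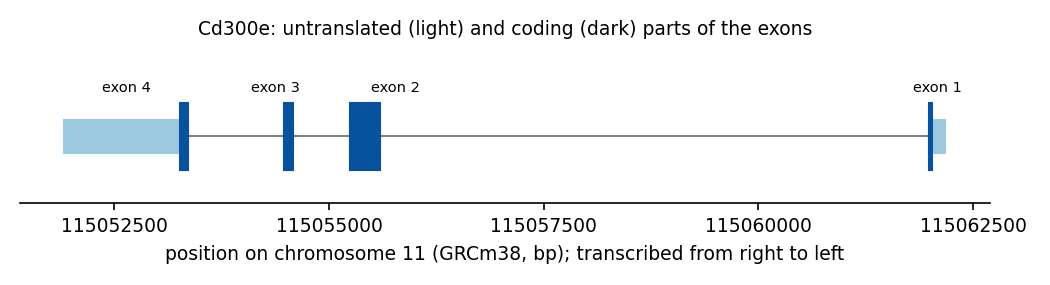
Map of Cd300e on chromosome 11 of GRCm38 (horizontal axis in bp), with the 4 exons as boxes, the coding parts dark and tall and the untranslated parts light and low. The gene is read from right to left, and exon 4 with most of the untranslated sequence is the longest (1444 nt).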

To overexpress CD300E, we constructed a plasmid containing the complete CD300E coding region. This plasmid drives the expression of CD300E under the control of CMV promoter. The steps of the overexpression experiment are as follows:

Plasmid construction: the cDNA of CD300E was cloned into the expression vector pCMV, and the correctness of the insert sequence was verified by gene sequencing. Plasmid transfection: transfection of plasmid DNA was performed using Lipofectamine 2000. Cells were transfected 24 hours after inoculation, following similar steps as described above for siRNA transfection. Expression verification: 48 hours after transfection, mRNA and protein expression of CD300E were detected by qPCR to confirm the effect of gene overexpression.

#### 2.5.3 Proliferation/apoptosis/migration/invision

To evaluate the proliferation of cancer cells, we cultured the cells in suspension and then seeded them at a density of 5 × 10^3 cells/mL (100 μL per well) in a 96-well plate. The plate was maintained at 37°C. Subsequently, we added 10 μL of CCK-8 reagent (catalog KGA9305, KeyGEN, Nanjing, China) to each well and allowed the plate to incubate for two hours before measuring the optical density at 450 nm using a microplate reader.

For the assessment of cell migration and invasion, we utilized Transwell chambers, applying a Matrigel coating for invasion assays and no coating for migration assays. We introduced cancer cells (5×10^4) in 200 μL of serum-free medium into the upper chamber, while the lower chamber was filled with 600 μL of medium supplemented with 10% FBS.

To determine levels of cell apoptosis, we analyzed the apoptosis rate using an Annexin V-FITC/PI Kit (Cat. KGA1102, KeyGEN, Nanjing, China), following the protocol provided by the manufacturer. This method facilitated a precise evaluation of the apoptotic stages within the cancer cell populations.

#### 2.5.4 Real-time quantitative polymerase chain reaction

To assess mRNA abundance at the cellular level, total RNA was meticulously extracted from cells and muscle tissues using the Trizol reagent (Invitrogen) and was precisely quantified with a Nanodrop instrument (Thermo Scientific, USA). Following this, cDNA was synthesized and served as a template for quantifying mRNA expression levels in quantitative PCR (qPCR) assays. These assays were performed using the TB Green™ Premix Ex Taq™ II kit (Takara; RR820A), with GAPDH used as an internal control for normalization. Specific qPCR primers, essential for the amplification of mRNA, were synthesized by Bioengineering (Shanghai, China). The relative expression levels of the mRNA in each sample were calculated using the comparative Ct method (2^-ΔΔCt), ensuring the accuracy of the results through at least three independent experimental replicates. To provide a consistent baseline for comparison, all values were normalized against the control condition. Details of the primer sequences used are available in **Supplementary Table 1**.

### 2.6 Statistical methods

Statistical analysis and figure generation were performed with R language version 4.0.2 and Graphpad Prism 9.0. For the comparison of continuous variables between two groups, the choice between the Student t-test and the Mann-Whitney test depended on specific conditions. When comparing multiple groups, either one-way ANOVA or the Kruskal-Wallis test with subsequent multiple comparisons was used, depending on the circumstances. The prognostic significance of categorical variables was determined using the log-rank test. Statistical significance was set at a P value <0.05 across all analyses.

## 3 Results

### 3.1 Impact of voluntary running on tumor growth and gene expression

Following the intervention of exercise, a significant reduction in tumor size and weight was observed at day 21, with minimal changes in the body weight of the mice (**Supplementary Figures 1A, B**). We then conducted mRNA sequencing analysis on five matched pairs (**Figure 1A**). 

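RNA of 10 tumors was sequenced, 5 from the exercise group (E) and 5 from the non-exercise group (NE), with 1 paired-end library per mouse. The tumors had grown from 4T1 cells, a mouse mammary carcinoma line that is used as a model of triple-negative breast cancer, and were taken after 21 days of voluntary wheel running or of normal housing. By the paper's methods, the reads were aligned with Hisat2 and expression was computed with Stringtie as FPKM, a read density scaled by exon length and library size. The methods name a rat assembly (Rnor 6.0) as the reference, while each of the 21959 genes of the authors' table carries a mouse Ensembl identifier. The table gives a whole-number read count and an FPKM for each gene in each tumor. Each FPKM equals the count divided by the gene length and by the total count of the tumor, so that the FPKM hold no TMM factor and no information beyond the counts. Between 15045613 and 20646763 reads per tumor were counted on genes in E (median 18645694), and between 18706032 and 23092251 in NE (median 22723771). The libraries of E were shallower (exact two-sided permutation test, p = 0.0317, 5 against 5). A gene with 0 reads in the shallowest library has an upper limit of 0.199 CPM (reads scaled to the total count), the value of 3 reads there. In total, 17925 genes had at least 1 read in any tumor and 14219 in every tumor. No pair of libraries held nearly the same counts, since the smallest chi-square per degree of freedom over the 45 pairs was 9.73. From the counts, differential expression was computed with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with a fold change of at least 2 and an FDR of at most 0.05 as in the paper's methods, which name general tests for 2 groups but none for the sequencing data. The choice of the test and of the filter could change the number of differentially expressed genes. The FPKM were used for the correlation between tumors and for the level of single genes.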

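Pearson's r of log2(FPKM + 1) was computed over 17925 genes for each of the 45 pairs of tumors and ranged from 0.935 to 0.996. The mean r was 0.990 ± 0.00310 (SD over 10 pairs) within the exercise group (E), 0.975 ± 0.0193 (SD over 10 pairs) within the non-exercise group (NE) and 0.984 ± 0.0120 (SD over 25 pairs) between the groups. The mean within-group r exceeded the between-group r by -0.00120, that is, pairs of the same group were slightly less alike on average. This difference was within what regrouping the tumors gave (exact two-sided permutation test over the 126 splits of the 10 tumors into 5 and 5, p = 0.492). All 5 tumors of E correlated better with their own group, and all 5 tumors of NE correlated better with E than with each other. The lowest mean r with the other tumors was that of non-exercise replicate 4 (0.961), while the other 9 tumors had 0.976 to 0.989. On the linear FPKM scale, the difference was -0.00202 (exact permutation test, p = 0.556). The setting that moved it most was the fit without exercise replicate 5 (-0.00392, exact permutation test, p = 0.127). Without any one of the NE tumors the sign changed, with the highest value (0.00114) without non-exercise replicate 1. Such a fit keeps all 10 pairs within E but fewer pairs within NE, so that the mean within-group r leans toward E. Leaving out a tumor of E shifts the weight the other way. The sign change therefore cannot show that single tumors decide the difference.

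**Figure D2:**
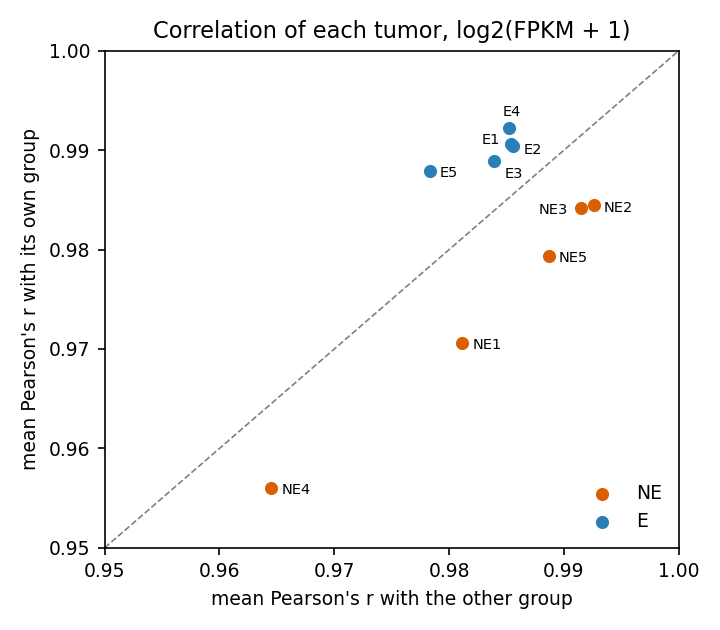
Mean Pearson's r of log2(FPKM + 1) of each of the 10 tumors with the other group (horizontal axis) and with its own group (vertical axis), where the dashed line marks equal values. The 5 tumors of E lie above the line and the 5 tumors of NE below it, with non-exercise replicate 4 (NE4) lowest on both axes.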

The quality control results confirmed normal parameters, with high intra-group consistency and notable expression differences between groups (**Supplementary Figures 2A–E**). Volcano plots and heatmaps revealed differential expression of 22 genes, among which CD300E expression was significantly reduced in the exercise group (E), representing only 46% of that in the non-exercise group (NE), with a p-value of 0.008 (**Figures 1B–D**). 

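The test covered 13517 genes. No gene reached a fold change of at least 2 with an FDR of at most 0.05, and the smallest FDR was 0.897 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p of at most 0.05 there were 657 genes, where chance alone gives 676, although limma-voom with sample weights gave 1800 (smallest FDR 0.294). Of the 657 genes, 56 had a fold change of at least 2, with 27 higher and 29 lower in E. This threshold, fold change with unadjusted p, was the alternative that moved the number of called genes most among those set in advance, and the 56 became 33 without exercise replicate 5 (7 higher and 26 lower) and 110 without non-exercise replicate 1 (19 higher and 91 lower). With no filter on low counts there were 250, with 80 higher and 170 lower. The values of E and NE did not overlap in 98 genes (0.725%), and chance gives 0.794%. The 10 genes with the smallest p were Rbm12b1, Ide, Cebpg and Rskr, which were lower in E, and Egr2, Man2b2, Gria4, Dbn1, Fat4 and Rapgef2, which were higher in E. Their log2 fold changes lay between -1.15 (Rskr) and 1.34 (Gria4), and the groups did not overlap in any of the 10 (exact permutation test, p = 0.00794 for each, the smallest p that 5 tumors against 5 allow). The first of them, Rbm12b1, had a log2 fold change of -0.58 (standard error 0.11, FDR 0.897 by edgeR). Rskr and Gria4 rest on few reads, Rskr on 5 to 8 in E and 11 to 21 in NE, and Gria4 on 10 to 12 in E and 4 to 9 in NE. The 10 genes were chosen by their p in these data, so that their lack of overlap is no separate support. The genes with the largest share of all counts were Eef1a1 (1.09%), mt-Co1 (1.09%) and Fn1 (0.494%), and their log2 fold changes were -0.15 (standard error 0.068), -0.29 (standard error 0.19) and 0.11 (standard error 0.20).
Cd300e, the mouse gene of CD300E (ENSMUSG00000048498), had an FPKM of 1.88 ± 0.485 (SD, n = 5) in E and 3.93 ± 1.73 (SD, n = 5) in NE, so that the mean of E was 47.9% of the mean of NE. The log2 fold change was -1.09 (standard error 0.295), with an unadjusted p of 0.00382 and an FDR of 0.897 by edgeR's quasi-likelihood test, and Cd300e ranked 26 by p among the genes tested. The exact two-sided permutation test of log2(FPKM + 1) for this gene alone gave p = 0.0159 (n = 5 against 5). The read counts behind these values were 48 to 100 in E and 95 to 305 in NE. In 1 of the 25 pairings of an E tumor with an NE tumor the E tumor was higher. This was exercise replicate 4 with 5.39 CPM (95% Wilson interval 4.43 to 6.56) against non-exercise replicate 2 with 5.08 (95% Wilson interval 4.15 to 6.21), a difference within the counting error. The alternative that moved the log2 fold change most was limma-trend on log2(FPKM + 1), with -0.73. The added 1 damps this value at such low FPKM, where the log2 ratio of the mean FPKM was -1.06. Without non-exercise replicate 5, which had the highest FPKM (6.83), the mean FPKM of E was 58.7% of that of NE and the log2 fold change by edgeR was -0.79. With the log2 of the total count as a covariate, a model chosen after the data were seen, the log2 fold change was -0.89 (standard error 0.391).

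**Figure D3:**
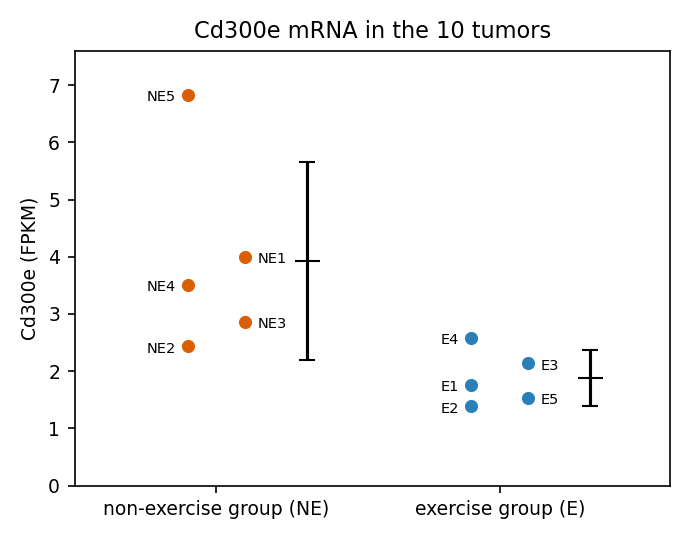
Cd300e mRNA in FPKM (vertical axis, from 0) in each tumor of the non-exercise group (NE1 to NE5) and the exercise group (E1 to E5), with the mean and SD (n = 5) beside the points. The tumors of E lie between 1.39 and 2.58 and those of NE between 2.43 and 6.83.

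From the lower level of CD300E in E, the paper reasons in its discussion that CD300E has a role in the regulation of tumor growth, and it takes the gene on to its pan-cancer analyses. For a tumor-promoting role the paper also draws on cell experiments. In these, breast cancer cells proliferated, migrated and invaded more with CD300E overexpressed and less with it inhibited.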

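The GO and KEGG terms that the authors' table lists for each gene were used for the enrichment, with the annotated genes that passed the filter on low counts as the background. Since no gene passed the FDR threshold, there was no list to test in the main setting. The list of 56 genes with a fold change of at least 2 and an unadjusted p of at most 0.05 gave 32 of 540 GO terms at an FDR of at most 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). GO terms and KEGG pathways with no gene of the list were left out of the adjustment. The FDR are therefore lower than an adjustment over all terms would give. The GO term extracellular space had the smallest FDR (1.36e-10), with 22 of the 56 genes, 6.61 times the share among the 13458 background genes. Extracellular region followed with 20 genes (5.43 times, FDR 4.08e-08), among them Cxcl2, Cxcl3, Cxcl5, S100a8, S100a9, Mmp9, Prl2c2 and Prl2c3. Reads of Prl2c2 and Prl2c3 could have been split between these near-identical genes, since 78.6% of the 50-base stretches of the Prl2c3 transcript also occur in another gene. Of 66 KEGG pathways, 4 had an FDR of at most 0.05, and IL-17 signaling pathway had the smallest (6 of the 23 genes with a pathway, 20.9 times the background share, FDR 1.74e-05). MicroRNAs in cancer held 2 genes, Mmp9 and Tnn (3.25 times the background share, exact p = 0.125, FDR 0.341), and Calcium signaling pathway held 1 gene, Mst1r (1.51 times, exact p = 0.489, FDR 0.566). Cd300e was in the list of 56, and none of its terms in the table was an extracellular term. The list changed with single tumors. Without exercise replicate 5 it had 33 genes, of which 23 were shared with the 56, none was in the IL-17 signaling pathway, and extracellular space held 9 genes (FDR 0.00733). Without non-exercise replicate 2, 2 genes were in the IL-17 signaling pathway (FDR 0.402) and extracellular space held 17 genes (FDR 0.000328). The IL-17 signaling pathway also lost its FDR of at most 0.05 without non-exercise replicate 3 (3 genes, FDR 0.140) and without non-exercise replicate 1 (4 genes, FDR 0.0503), so that it was lost in 4 of the 10 fits. Leaving out any of the 10 tumors left extracellular space at an FDR of at most 0.05. This cannot show that the enrichment is reliable, because Fisher's test treats genes that move together as independent in every such fit. In gene set tests over all genes tested, added after the data were seen, extracellular space had an FDR of 0.00217 by camera and 0.813 by fry.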

Gene enrichment analysis highlighted significant alterations in extracellular components, with the most pronounced changes observed in the MicroRNAs in cancers and Calcium signaling pathway (**Figures 1E, F**).

**Figure 1:**
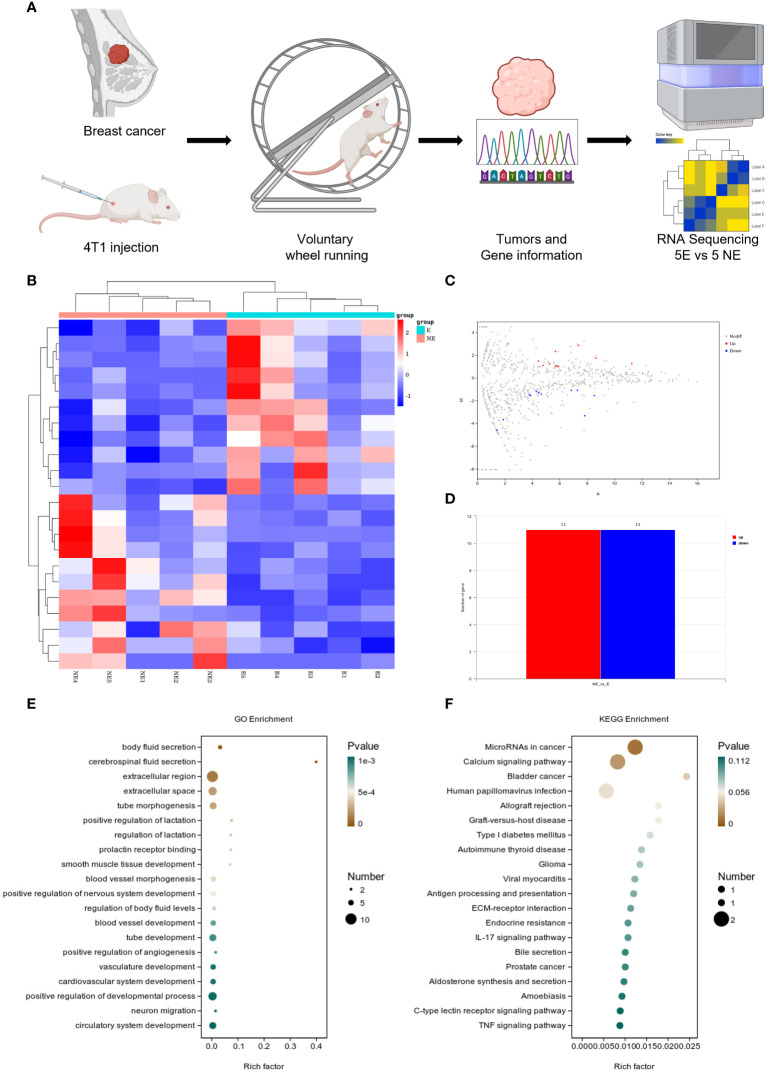
Voluntary wheel running exercise inhibits breast cancer growth. **(A)** Schematic diagram of the experiment. **(B)** Heatmap of Hierarchical clustering analysis of changed mRNAs. **(C, D)** Volcano plot and column of mRNAs differentially expressed between NE and E group. n = 5. **(E, F)** Bubble plot showing GO and KEGG enrichment by all the differentially expressed mRNAs expressed in tumors, including biological process, cellular component, and molecular function.

### 3.2 Pan-cancer analysis

#### 3.2.1 Expression variability of CD300E in pan-cancer

To evaluate the expression of CD300E mRNA in normal human tissues, we analyzed data from the GTEx, HAP, and Consensus datasets. CD300E showed higher expression in tissues such as blood, lung, bone marrow, appendix, and bladder (**Supplementary Figure 1**). Further in-depth evaluation using RNA-seq data from TCGA and GTEx databases revealed significant expression differences in CD300E across 33 types of cancer. In unmatched samples (**Figure 2A**), CD300E was notably upregulated in cancers like BRCA, COAD, ESCA, GBM, HNSC, KIRC, and STAD, and downregulated in KICH, LIHC, LUAD, LUSC, and PAAD. In matched samples (**Figure 2B**), upregulation was significant in BRCA, COAD, ESCA, HNSC, KIRC, and STAD, while downregulation was noted in COAD, KICH, LIHC, LUAD, and LUSC. The Human Atlas database further assessed the protein expression of CD300E across various cancers, showing upregulation in Myeloma, Diffuse large B-cell lymphoma, Ovarian cancer, Lung cancer, and Colorectal cancer without significant downregulation in any cancer type (**Figure 2C**).

**Figure 2:**
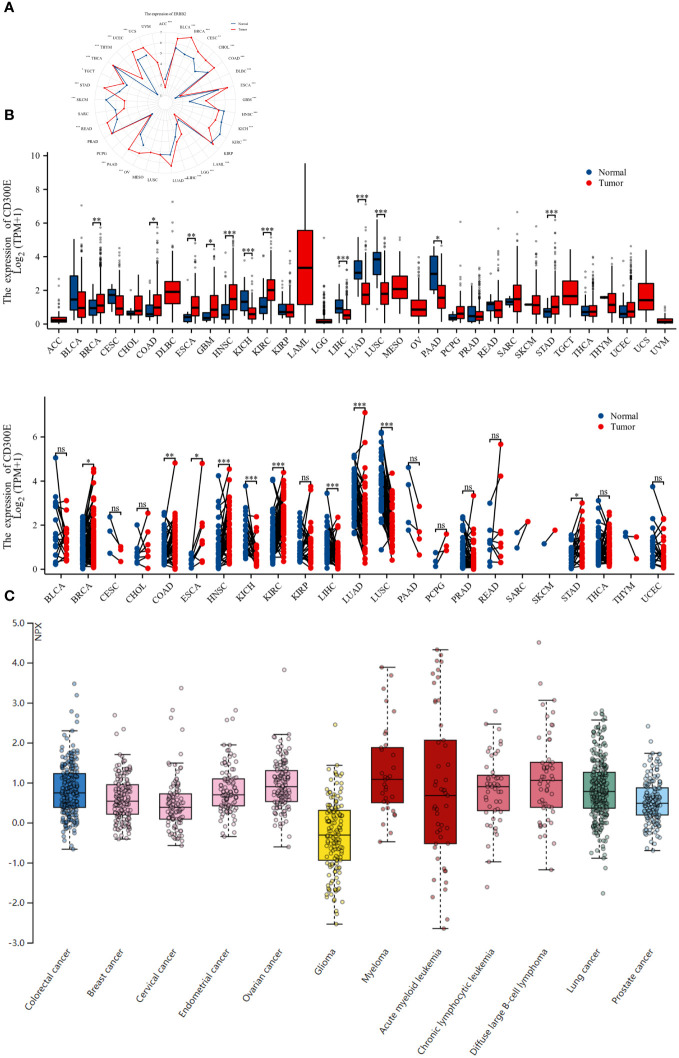
Differential expression pattern of CD300E. **(A)** Differential CD300E mRNA expression between paired samples in TCGA cancers. The red dot represents cancer samples, and the blue dot represents paired normal samples. Radargrams visualize and compare CD300E expression in different tumors. *p < 0.05, **p < 0.01, and ***p < 0.001. **(B)** Differential CD300E mRNA expression between TCGA cancers and GTEX normal tissues. The red column represents cancer samples, and the blue column represents normal samples. The normal group was normal tissue in TCGA and GTEX databases. *p < 0.05, **p < 0.01, and ***p < 0.001. **(C)** CD300E protein expression in different cancer types in Human Atlas.

#### 3.2.2 Prognostic impact of CD300E in pan-cancer

For overall survival (OS) and disease-specific survival (DSS), CD300E posed a risk factor in THCA, LUSC, LGG, LAML, KIRC, and GBM, while it acted as a protective factor only in SKCM (**Figures 3A, B**). For disease-free interval (DFI), progression-free interval (PFI), and disease-free survival (DFS), CD300E was a risk factor in KIRP, PAAD, and GBM, and a protective factor in LGG and CHOL (**Figure 3A**).

**Figure 3:**
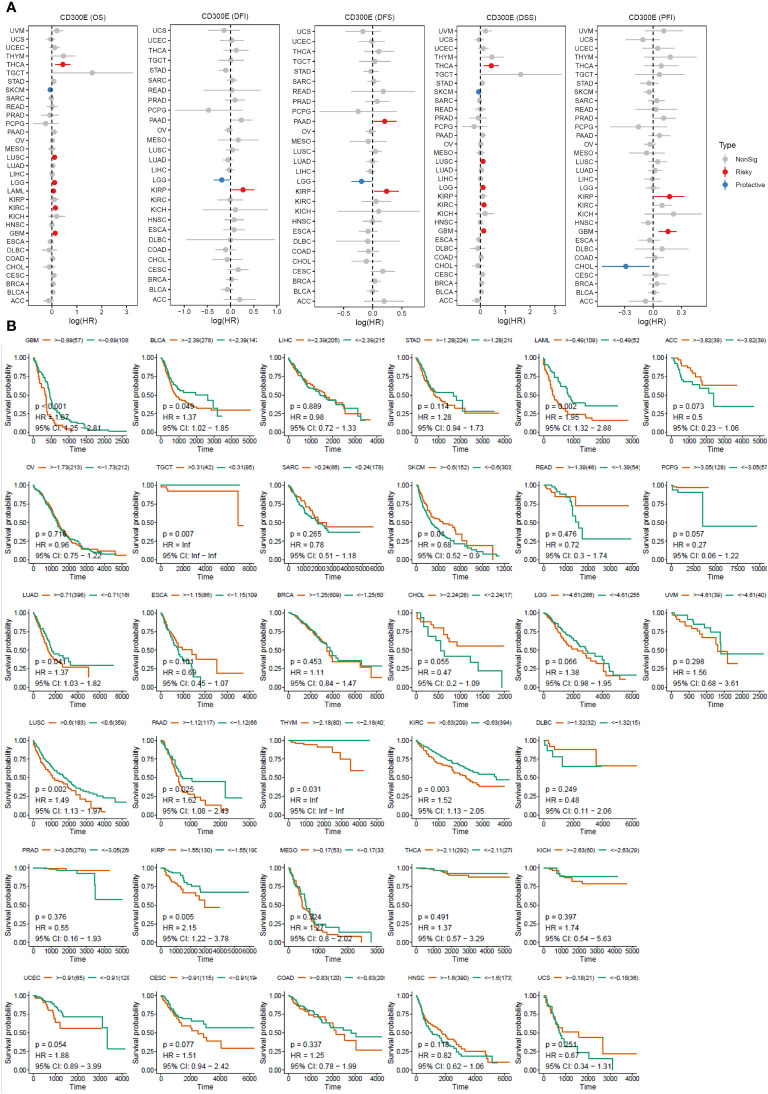
High expression of CD300E reduced patient survival period. **(A)** Forest plot of hazard ratios (HR) for overall survival (OS), PFI, DSS, DFS, and DFI for different cancer types associated with CD300E expression. Dots indicate log-transformed hazard ratios, red indicates significant risk, blue indicates protective associations, and gray indicates non-significant associations. **(B)** Individual OS figures for each cancer type.

#### 3.2.3 Correlation analysis of CD300E in pan-cancer

Copy number variations (CNVs), a common form of genomic instability in cancer, can lead to altered gene expression affecting cell proliferation, differentiation, and death. Bar graphs (**Figure 4A**) showed changes in CD300E copy numbers across various cancers, with significant variations in KICH and READ. Further correlation analysis indicated a negative relationship between CD300E copy numbers and cancer progression in KIRP and THCA, and a positive correlation in KICH and STAD (**Figure 4B**). Promoter methylation, a critical epigenetic regulatory mechanism affecting gene expression without altering the DNA sequence, was analyzed to explore its relationship with CD300E expression across multiple cancer types. Both unmatched and matched tumor samples showed a negative correlation between CD300E expression and methylation, particularly in KIRC and THCA (**Figures 4C, D**). Additionally, the relationship between tumor mutational burden (TMB) and CD300E expression was investigated, revealing a positive correlation in SARC, OV, COAD, BRCA, BLCA, and THYM, and a negative correlation in LAML, LIHC, and PAAD (**Figures 4E, F**).

**Figure 4:**
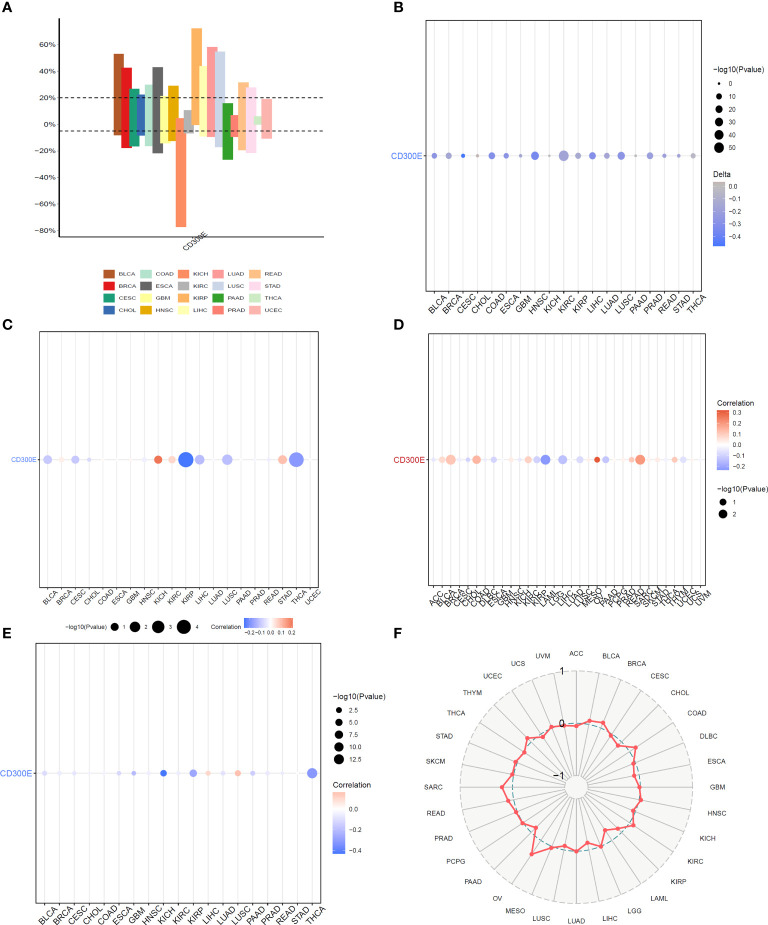
Correlation analysis of CD300E in pan-cancer. **(A)** Bar graphs illustrate CD300E copy number variation in different cancers. **(B)** CD300E copy number and pan-cancer direct correlation analysis. **(C, D)** The correlation between the methylation status of gene promoter regions and CD300E in multiple cancer types **(E, F)** The correlation between tumor mutational burden (TMB) and CD300E expression.

#### 3.2.4 Analysis of CD300E on the immune microenvironment across cancers

Heatmap analysis from **Figure 5A** intricately details the correlations between CD300E expression and various immune cell subtypes across different types of cancers. Notably, in cancers such as BRCA (Breast Cancer) and COAD (Colorectal Adenocarcinoma), a significant positive correlation exists between CD300E expression and M2 macrophages, typically associated with a tumor-promoting immunosuppressive environment. This suggests that elevated expression of CD300E may foster an immunosuppressive state conducive to tumor growth and metastasis. Conversely, in Lung Adenocarcinoma (LUAD), CD300E exhibits a negative correlation with natural killer (NK) cells, although this association generally lacks statistical significance. This trend implies that in certain cancer contexts, CD300E expression may inversely affect the immunosurveillance capabilities of NK cells, potentially contributing to mechanisms of immune escape. Additionally, in certain cancer types like BRCA, CD300E shows a positive correlation with regulatory T cells (Tregs), which play a critical role in modulating the immune system, particularly in maintaining immune tolerance and suppressing excessive immune responses. Increased CD300E expression might enhance the functionality of Tregs, thereby fostering an immune-suppressive tumor microenvironment favorable for tumor survival and progression.

**Figure 5:**
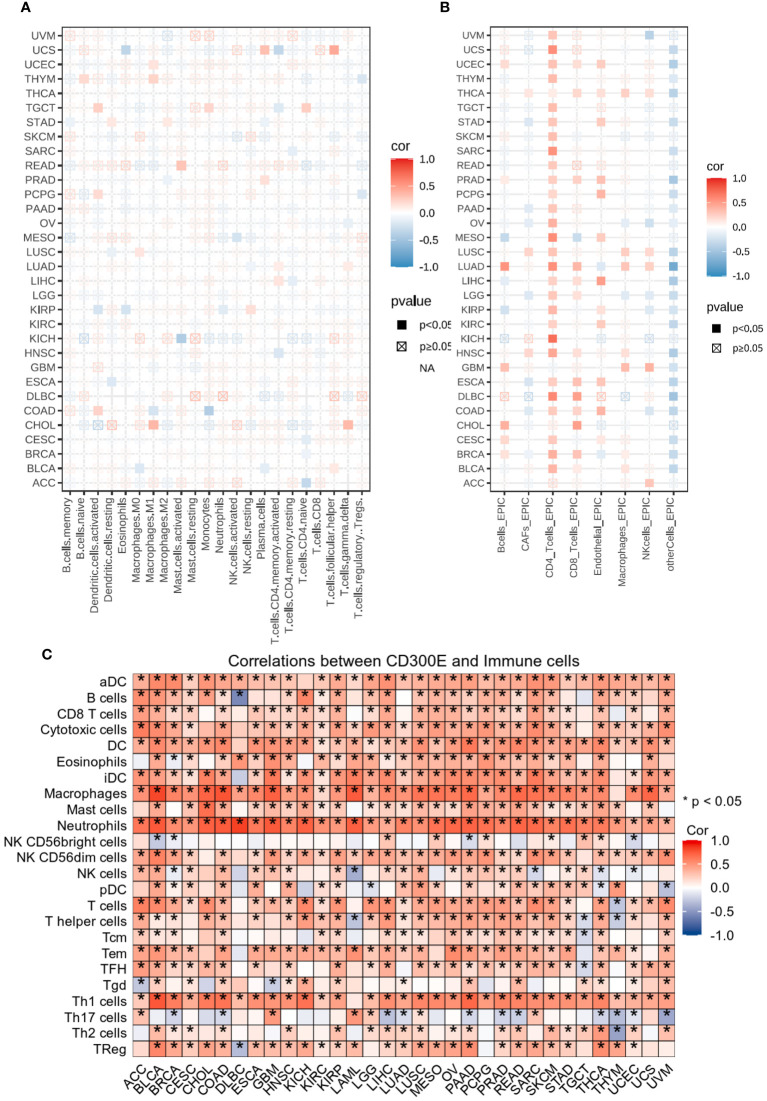
Analysis of immune microenvironmental cellular regulation of pan-cancer by CD300E. **(A)** Heatmap of immune cell infiltration in pan-cancer analyzed using the Cibersort method. Each cell represents the correlation between CD300E expression and the level of a specific immune cell type, and the intensity and sign of the color correspond to the strength and direction of the correlation, respectively. Statistical significance is indicated by the box around the cell. **(B)** CD300E pan-cancer immuno-infiltration analysis using Cibersort. **(C)** Gene Commons data analysis of correlations between single genes and immune infiltration results, using heatmap format to present results.

EPIC analysis, a vital tool in studying the tumor microenvironment, enables researchers to understand the dynamic variations of different cell types within tumors, which is crucial for advancing tumor immunology and developing new therapeutic strategies (**Figure 5B**). From the heatmap, it is evident that CD300E’s correlations with various immune cells vary, illustrating the heterogeneity of tumor microenvironments. For instance, in breast and colorectal cancers, Cancer-associated fibroblasts (CAFs) show a strong positive correlation with CD300E expression, suggesting their significant role in supporting or enhancing tumor growth and invasion, closely linked with the expression of this gene. Moreover, in cancers like LUAD, the activity of CD8+ T cells significantly correlates with CD300E expression, reflecting their importance in the tumor immune response and the potential regulatory role of this gene. Further analysis using the TCGA database’s pan-cancer dataset revealed a broadly positive correlation between CD300E and various immune cells across different cancer types (**Figure 5C**).

#### 3.2.5 Pathway enrichment and key gene mutation analysis of CD300E across cancers

Our further evaluation of CD300E’s function in pan-cancer contexts revealed significant findings via the GSEA methodology. CD300E notably suppresses oxidative stress pathways, potentially facilitating conditions favorable for tumor growth. Additionally, CD300E significantly enhances pathways such as TNF-α signaling, inflammatory response pathways, IL6-JAK signaling, and epithelial-mesenchymal transition (EMT), all of which are documented to potentially promote tumor growth and metastasis (**Figure 6**).

**Figure 6:**
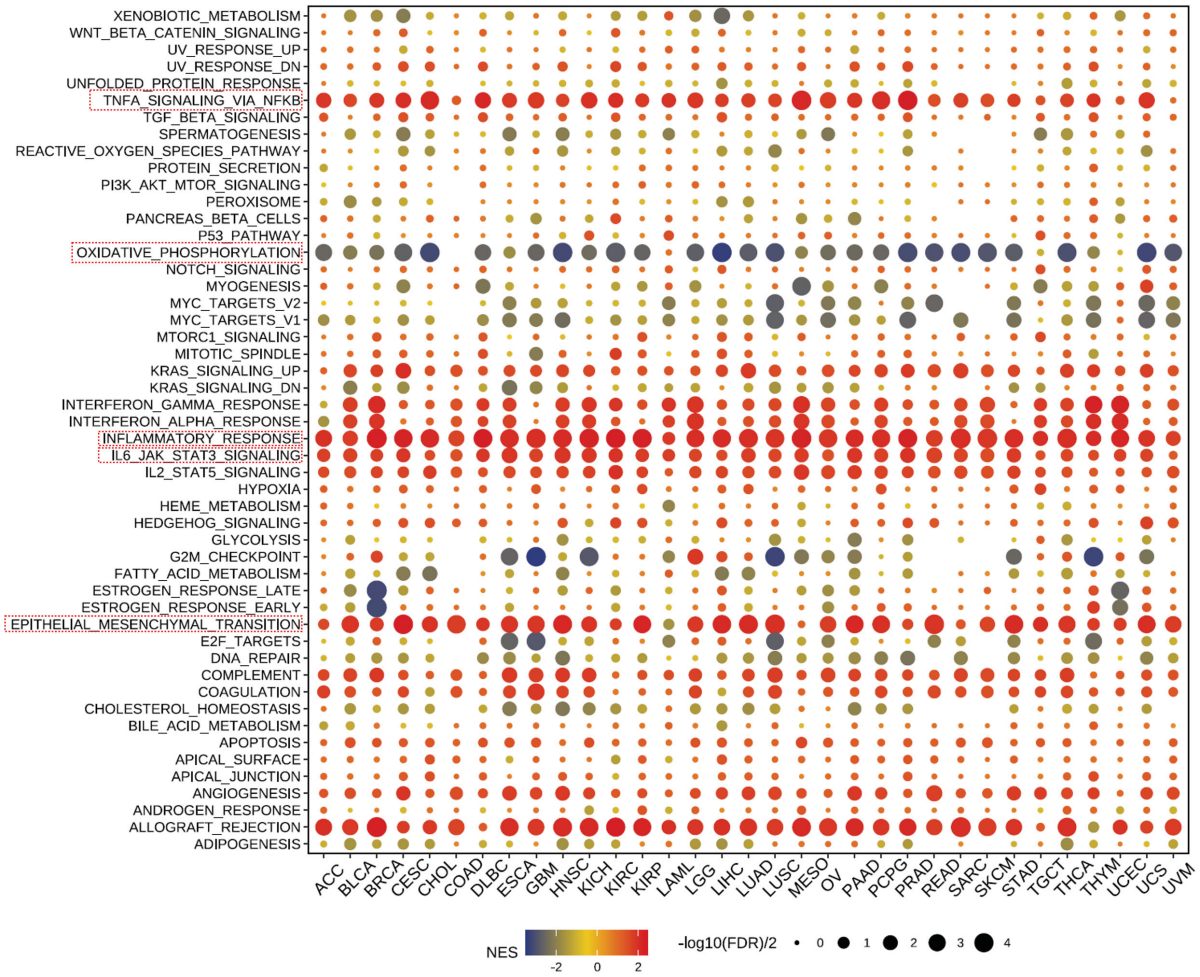
Pathway enrichment of CD300E in pan-cancer. Dot plots represent pan-cancer GSEA results using the official immunization gene set (GMT file) as a reference. Functional pathways are from GM7 files and are shown on the y-axis, with different cancer types shown on the x-axis. Dot color indicates correlation with CD300E expression; red indicates positive correlation and blue negative correlation. The size of the dots represents the -log10(FDR) value, indicating the significance of the enrichment.

A heatmap depicting the frequency of key gene mutations across various cancers highlights the high mutation rates of genes such as TP53 in LUAD, APC in COAD, and PTEN in UCEC, indicating their common involvement in these cancers. Specific cancer types like BRCA, LGG, and HNSC show frequent mutations in genes like TP53, PIK3CA, and CDKN2A, providing insights that may guide therapeutic strategies (**Supplementary Figure 5A**).

### 3.3 Impact of CD300E on breast cancer cells

Finally, our study delves into the cellular functions of CD300E. We validated the expression of the CD300E gene after siRNA or plasmids intervention (**Supplementary Figures 6A, B**). Compared to control cells, overexpression of CD300E in MDAMB468 and MDAMB231 breast cancer cells leads to increased proliferation and cell viability, while suppression of CD300E expression reduces proliferation and cell viability (**Figures 7A, B**). Furthermore, overexpression of CD300E significantly promotes the migratory and invasive capabilities of these tumor cells, whereas its inhibition reduces these properties (**Figures 7C, D**). Overall, targeting CD300E could directly inhibit tumor cells, significantly impeding cancer progression and presenting a novel therapeutic target (**Figure 8**).

**Figure 7:**
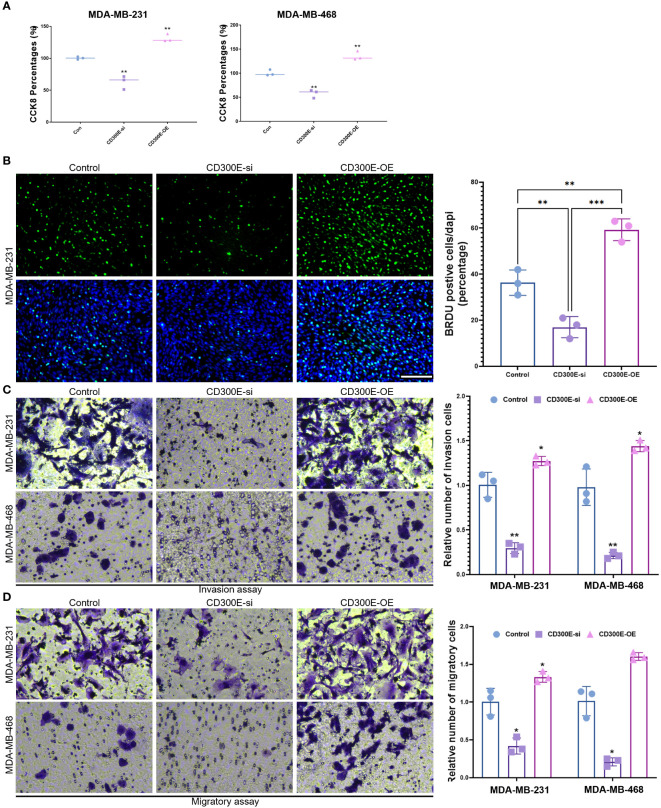
CD300E promotes breast cancer tumor cell growth. **(A)** The viability of control, CD300E-inhibited, and CD300E-overexpressed tumor cells was examined at 48h after transfection by CCK-8 assay. The statistical significance of the differences between various treatments is determined by one-way ANOVA with Bonferroni post-test (n = 3). Data are presented as mean ± SD. *P < 0.05 **P < 0.01. **(B)** The proliferative capacity of control, CD300E-inhibited, and CD300E-overexpressed tumor cells was examined at 24h after transfection by BRDU. The statistical significance of the differences between various treatments is determined by one-way ANOVA with Bonferroni post-test (n = 3). Data are presented as mean ± SD. *P < 0.05 **P < 0.01 ***P < 0.001. **(C, D)**. The migratory and invasive capacity of control, CD300E-inhibited, and CD300E-overexpressed tumor cells were examined at 24h after transfection by Boyden chamber assay. Total original magnification, 200×. The statistical significance of the differences between various treatments is determined by one-way ANOVA with Bonferroni post-test (n = 3). Data are presented as mean ± SD. *P < 0.05 **P < 0.01.

**Figure 8:**
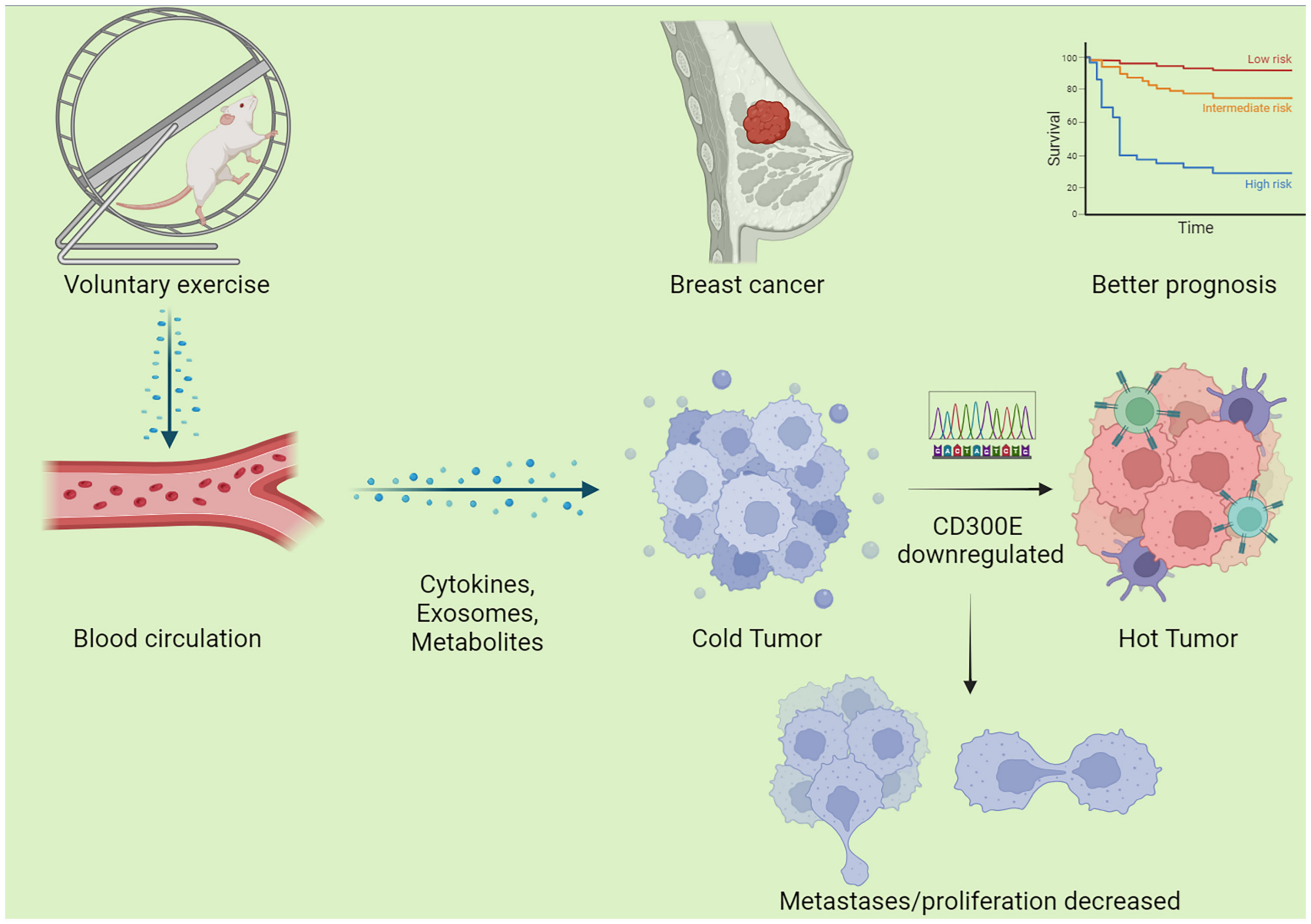
Schematic graph of this study. Exercise decreased CD300E expression of cells in breast cancer through a circulatory effect, which promotes immune cell infiltration, decreased tumor cell metastases/proliferation, warms the tumor microenvironment, and improves the prognosis of tumor patients.

## 4 Discussion

This research explored the impact of exercise on tumor growth and gene expression within a murine model, focusing particularly on the expression patterns, functions, and potential clinical significance of the CD300E gene across various cancers. Our findings indicate that CD300E may adversely affect prognosis and promote tumor progression across a range of cancers. Additionally, exercise appears to inhibit breast cancer progression potentially by downregulating CD300E.

Exercise as well as widespread is believed to promote human health and improve a wide range of diseases (31–33). The phenomenon of exercise against cancer has been widely explored in recent years, but there is still a large number of exercise-responsive molecules whose roles need to be explored (34–38). Our study confirmed the positive impact of physical activity on inhibiting tumor growth. Exercise intervention significantly reduced tumor size and weight in the murine model without markedly affecting body weight. These outcomes suggest that moderate physical activity might suppress tumor growth by modifying the tumor microenvironment or regulating specific signaling pathways. Analysis of differentially expressed genes revealed significant downregulation of CD300E in the exercise group, indicating its role in tumor growth regulation, particularly within an active context. Furthermore, gene enrichment analysis showed significant changes in extracellular components and associated signaling pathways, such as MicroRNAs in cancers and the Calcium signaling pathway, providing clues on how exercise might influence tumor biology through molecular mechanisms.

In our pan-cancer analysis, CD300E exhibits significant expression variability across multiple cancer types, underscoring its potential role in various malignancies. Notably, CD300E is upregulated in cancers such as Myeloma, Diffuse Large B-cell Lymphoma, Ovarian Cancer, Lung Cancer, and Colorectal Cancer, suggesting its involvement in the progression of these diseases. Prognostic analyses reveal that CD300E acts as a risk factor in several cancers, providing valuable insights that may guide clinical prognostic assessments and therapeutic decision-making. Studies on the variability of CD300E copy numbers and their correlation with tumor mutational burden offer critical perspectives on its role in cancer progression. These findings support the notion that CD300E may promote cancer development by impacting genetic stability and the interactions within the immune microenvironment.

Analysis of the relationships between CD300E and various immune cell subpopulations indicates that CD300E may influence tumor growth and immune escape by modulating immune cells within the tumor microenvironment, particularly immunosuppressive M2 macrophages and regulatory T cells. Past studies have also shown that CD300E and T cells are associated with the regulation of immune function in macrophages, and more mechanistic studies are needed to explore this (22–24). But, the results also illustrated that CD300E showed a significant positive correlation with most other immune-promoting immune cells, including CD8 T cells, neutrophils, NK cells, etc. The literature reports that these cells more or less affect the heating and cooling of the immune microenvironment. It has been reported in the literature that these cells more or less affect the heat and cold of the immune microenvironment (26). The increased expression of CD300E resulted in both Immunosuppressive and immunopromoting cells, affecting the tumor microenvironment, which could potentially affect the prognosis and the degree of response to immunotherapy. These insights lay a theoretical foundation for targeting CD300E in immunotherapeutic strategies.

Furthermore, our analysis elucidates the role of CD300E in regulating key signaling pathways related to cancer progression, especially in suppressing oxidative stress pathways and activating several pathways that promote tumor progression. The inhibition of oxidative stress pathways may provide cancer cells with mechanisms to evade programmed cell death, thereby covertly supporting tumor growth and survival (39–41). Concurrently, CD300E significantly activates pathways such as the TNF-α pathway, inflammatory response pathways, the IL6-JAK pathway, and the epithelial-mesenchymal transition pathway, all closely associated with the invasiveness and metastatic potential of tumors (42–45). These pathways’ activation might facilitate the dissemination of tumor cells within the host. Analysis of the frequency of key gene mutations reveals frequent mutations in genes such as TP53, APC, and PTEN across various cancers, highlighting these genes as critical factors in tumor development and progression (46). These mutations may affect cell cycle regulation, DNA repair mechanisms, and pathways of cell death, further substantiating the potential role of CD300E in pan-cancer contexts.

Additionally, our cellular experiments clearly demonstrate that the overexpression of CD300E in breast cancer cells is closely associated with enhanced cellular proliferation, reduced apoptosis rates, and increased migration and invasion capabilities. These findings not only confirm the role of CD300E as a tumor-promoting factor but also highlight its potential as a therapeutic target. Experiments aimed at inhibiting CD300E expression further validate its significant role in tumor cell proliferation and survival, offering a potential therapeutic strategy to curb the progression of breast cancer. Studies have reported that CD300E can modulate apoptosis in monocytes by affecting calcium channels, which is consistent with our biological predictions. In addition, altered calcium signaling affects the behavior of immune cells (including T cells and macrophages), influencing their activation and cytokine production, thereby altering the immune microenvironment (47–49). Therefore, we hypothesize that the ability of CD300E to promote tumor cell value-addition and migration is reached by regulating calcium channels.

Mechanically, how exercise regulates CD300E lowering this process was not explored in this study. However, a large body of literature has reported that exercise can bring about a series of physiological changes, including changes in the metabolome, proteins, and related molecules in the genome (12, 50, 51). Specifically, we hypothesize that exercise-induced changes in systemic factors, such as serum circulating exosome, muscle derived cytokines, and hormones, could impact transcription factors like NF-κB and STAT3, known regulators of gene transcription (41, 52–54). Additionally, the role of epigenetic modifications, including DNA methylation and histone acetylation, in the regulation of gene expression in response to physical activity could also influence the expression of CD300E (55). In addition, the direct upstream transcription factor(s) by which exercise regulates CD300E expression in tumor cells remains unknown. We proposed that exercise activates AMP-activated protein kinase (AMPK) and peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1alpha), which are central to tumor cell expression (56, 57). These molecules may influence the transcription factors and co-regulators that control CD300E expression. Furthermore, exercise can also modulate the expression of cellular miRNA, which may post-transcriptionally regulate CD300E (58, 59). For example, miR-4270 has been reported to directly target CD300E (60), but these are speculations based on the literature, and future studies will need to further explore the mechanisms by which exercise regulates CD300E.

As for the clinical translational perspective, we believe that patients with high CD300E expression may benefit from more intensive or specific types of exercise therapies that are particularly effective in downregulating CD300E. Conversely, patients with low CD300E expression may require different exercise regimens or adjunctive therapies to achieve optimal results. To test these hypotheses, we recommend that future studies design clinical trials that stratify patients according to CD300E expression levels. These trials should include a variety of exercise regimens from moderate to high intensity and monitor changes in CD300E expression, tumor progression, and clinical prognosis. In addition, patient-reported outcomes and quality-of-life measures should be included to assess the broader impact of tailored exercise interventions. Moreover, we recommend longitudinal studies to track CD300E expression and tumor progression in response to sustained exercise therapy. These studies will help determine the sustainability of exercise-induced changes in gene expression and their long-term impact on cancer prognosis (44, 61, 62).

Limitations and perspectives: Sample Size and Type Limitations: This study is primarily based on animal models and specific cancer cell lines, which may restrict the generalizability of the findings and their direct applicability to human cancer patients (63). While murine models provide valuable insights into tumor biology, they cannot fully replicate the complexity and heterogeneity of human tumors (64–66). Singular Focus of Study Design: Although we observed the impact of exercise on tumor growth and CD300E expression, there is a lack of exploration into variables such as exercise intensity, frequency, and duration. Moreover, the study focuses predominantly on the role of a single gene, CD300E, while tumor development involves multiple genes and signaling pathways interacting (67). Complexity in Data Interpretation: While gene expression and pathway enrichment analyses have unveiled potential biological mechanisms, the exact causal relationships remain unclear. For instance, the direct link between changes in CD300E expression and specific tumor behaviors has not been fully established. Future experimental designs should consider the effects of various types and intensities of exercise on tumor growth and how these variables interact with gene expression and immune responses within the tumor microenvironment (68). Additionally, investigating the role of CD300E across different cancers and immune backgrounds may reveal its multifunctional potential as a therapeutic target. Further mechanistic studies should delve into how CD300E activates or inhibits cancer-related pathways, particularly how it influences key tumor behaviors such as cell cycle progression, apoptosis, migration, and invasion. While current research focuses on exploring tumor therapy at the level of a single gene, future studies could use single-cell sequencing and spatial transcriptome analysis to identify a broader range of genes affected by exercise (69–72). These studies could use integrated bioinformatics approaches to elucidate gene-gene interactions and pathways co-regulated by exercise.

## 5 Conclusions

In summary, CD300E not only plays a potentially crucial role in the process of exercise-mediated tumor growth inhibition but also exhibits viability as a therapeutic target based on its expression and function across various cancers. Future research should further explore the specific molecular mechanisms of CD300E and its role in different cancers to advance the development of novel anti-cancer strategies.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here GEO repository, accession number, GSE272213: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272213.

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because only commercially available established cell lines were used. The animal study was approved by Ethics Committees at Nanjing Medical University. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

ZL: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Writing – original draft, Writing – review & editing. JZ: Investigation, Methodology, Project administration, Resources, Writing – original draft. RX: Investigation, Methodology, Project administration, Writing – original draft. RW: Investigation, Writing – original draft. YH: Investigation, Writing – original draft. YC: Investigation, Software, Writing – original draft, Writing – review & editing. QW: Conceptualization, Project administration, Resources, Software, Supervision, Validation, Visualization, Writing – original draft. SC (8th Author): Conceptualization, Funding acquisition, Resources, Software, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing. SC (9th Author): Funding acquisition, Project administration, Supervision, Writing – original draft, Writing – review & editing.

# Supplementary material for: Exercise-downregulated CD300E acted as a negative prognostic implication and tumor-promoted role in pan-cancer
**Source:** Front Immunol. 2024 Jul 31;15:1437068. doi: 10.3389/fimmu.2024.1437068
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

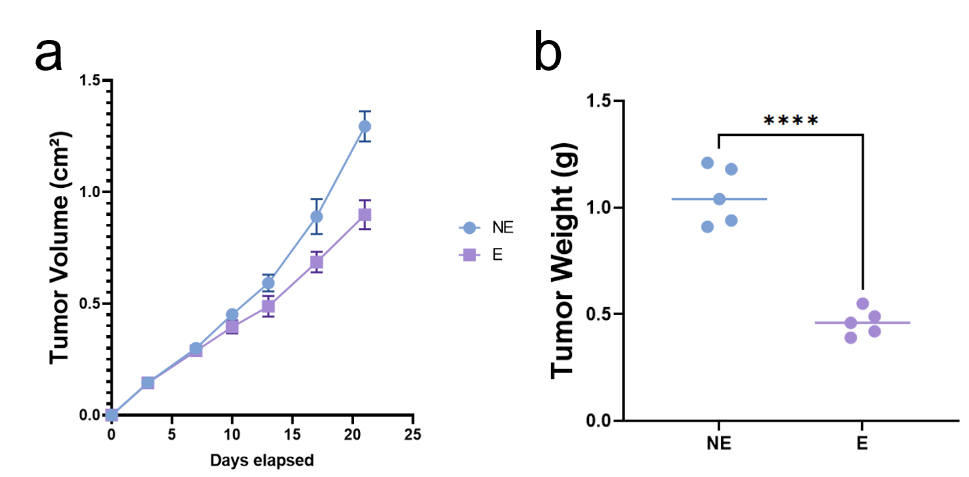

**Supplementary Figure 1.** a. Effect of CD300E on tumor volume in balb/c mice bearing 4T1 cells. b. Effect of CD300E on tumor weight in balb/c mice bearing 4T1 cells and quantitative analysis. Data presented as mean ± SD. n = 5. Significance was calculated with Student’s t test. ****P < 0.0001.

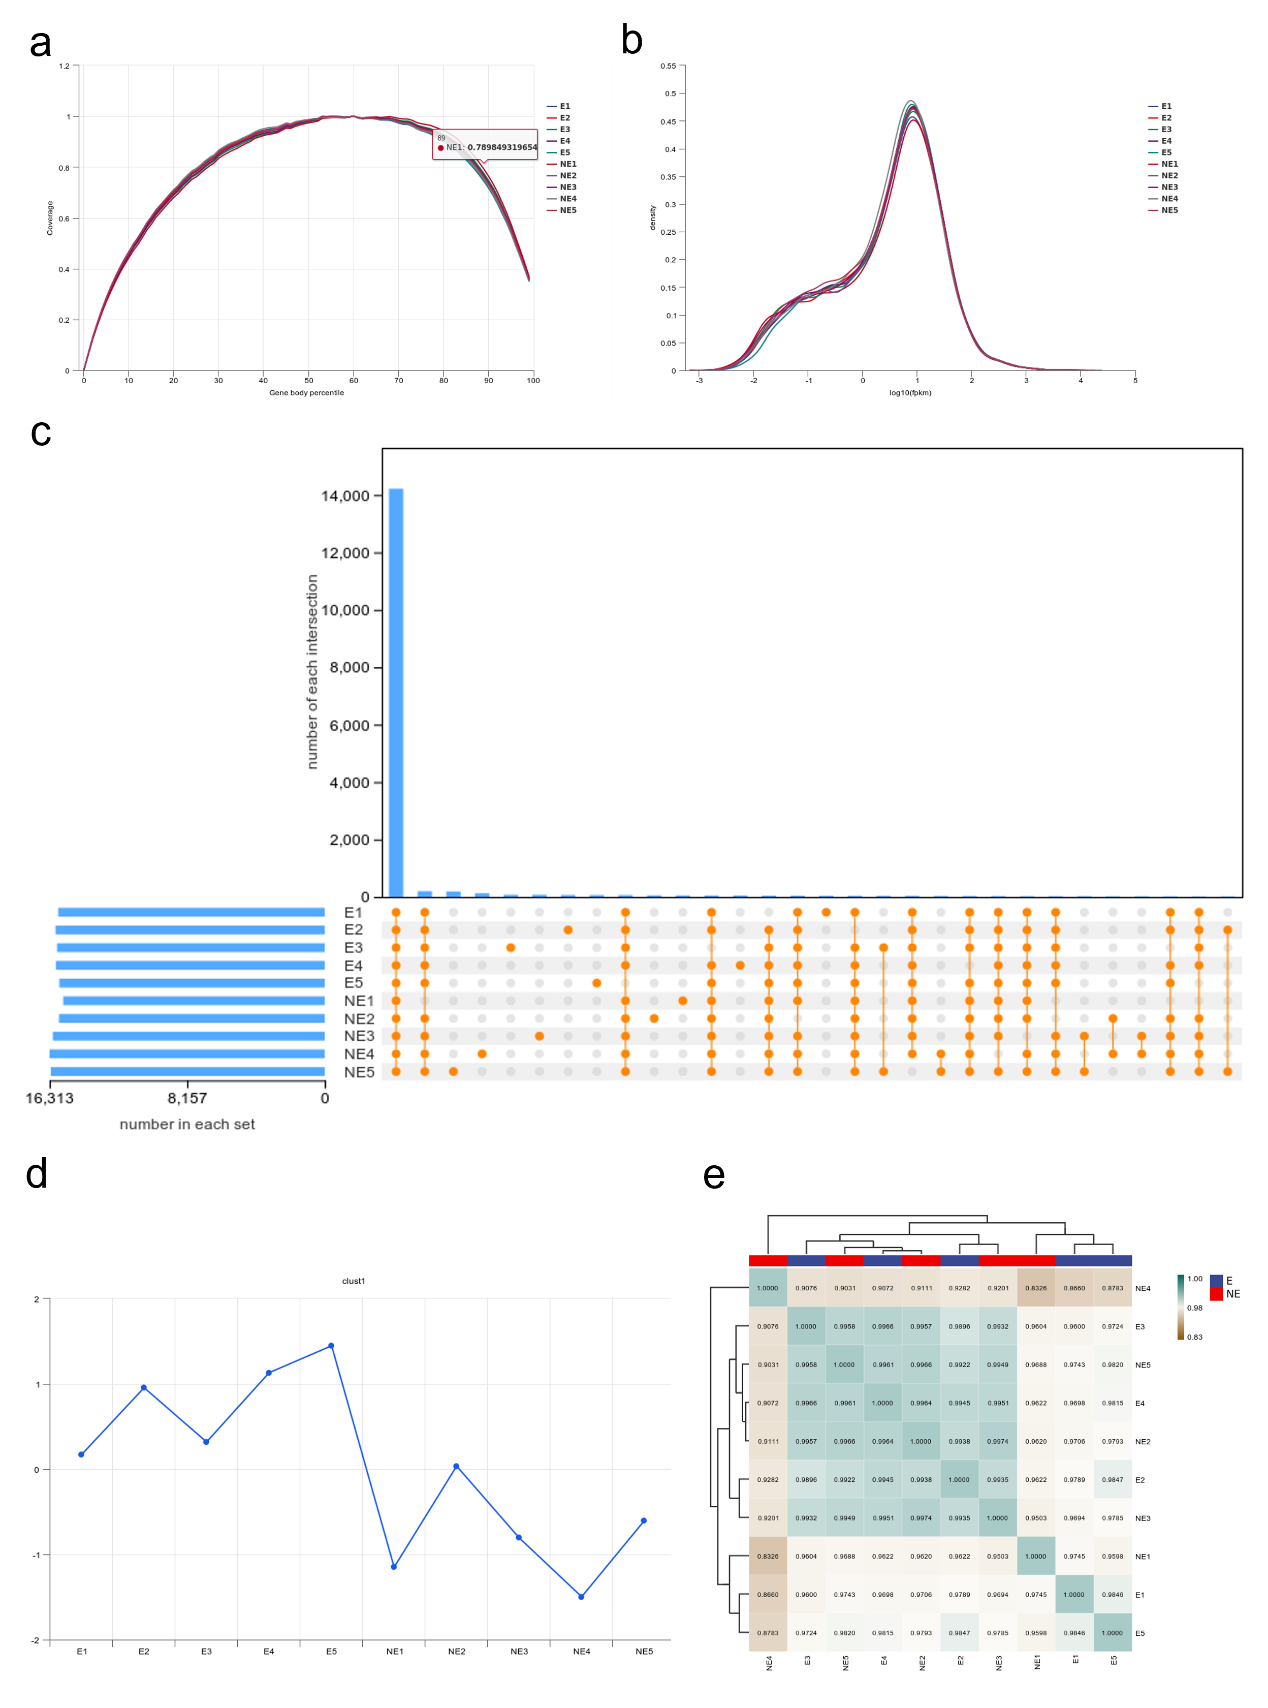

Supplementary Figure 2. a-c. Quality control of sequencing analysis. d. Comparison of gene expression levels between different groups. e. Correlation analysis between different groups.

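The number of genes with an FPKM above 0, that is with at least 1 read, was 15862 ± 93.4 (SD, n = 5) in the exercise group (E) and 15985 ± 345 (SD, n = 5) in the non-exercise group (NE). The difference was smaller than the spread within NE (exact two-sided permutation test, p = 0.468, n = 5 against 5). Non-exercise replicate 4 had the most genes (16313) and non-exercise replicate 1 the fewest (15502), although their libraries differed little in depth (22947178 and 23092251 reads). With a minimum FPKM of 1 the order of the groups changed, with 11212 ± 131 genes in E and 11193 ± 272 in NE (SD, n = 5 each, exact permutation test, p = 0.881). The share of reads on mitochondrial genes was 1.75 ± 0.335% in E and 2.04 ± 0.534% in NE (SD, n = 5 each, exact permutation test, p = 0.373). The gene with the most reads took 1.06 ± 0.104% of the reads of a tumor in E and 1.27 ± 0.196% in NE (SD, n = 5 each, exact permutation test, p = 0.0476), with the highest value (1.61%) in non-exercise replicate 4.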

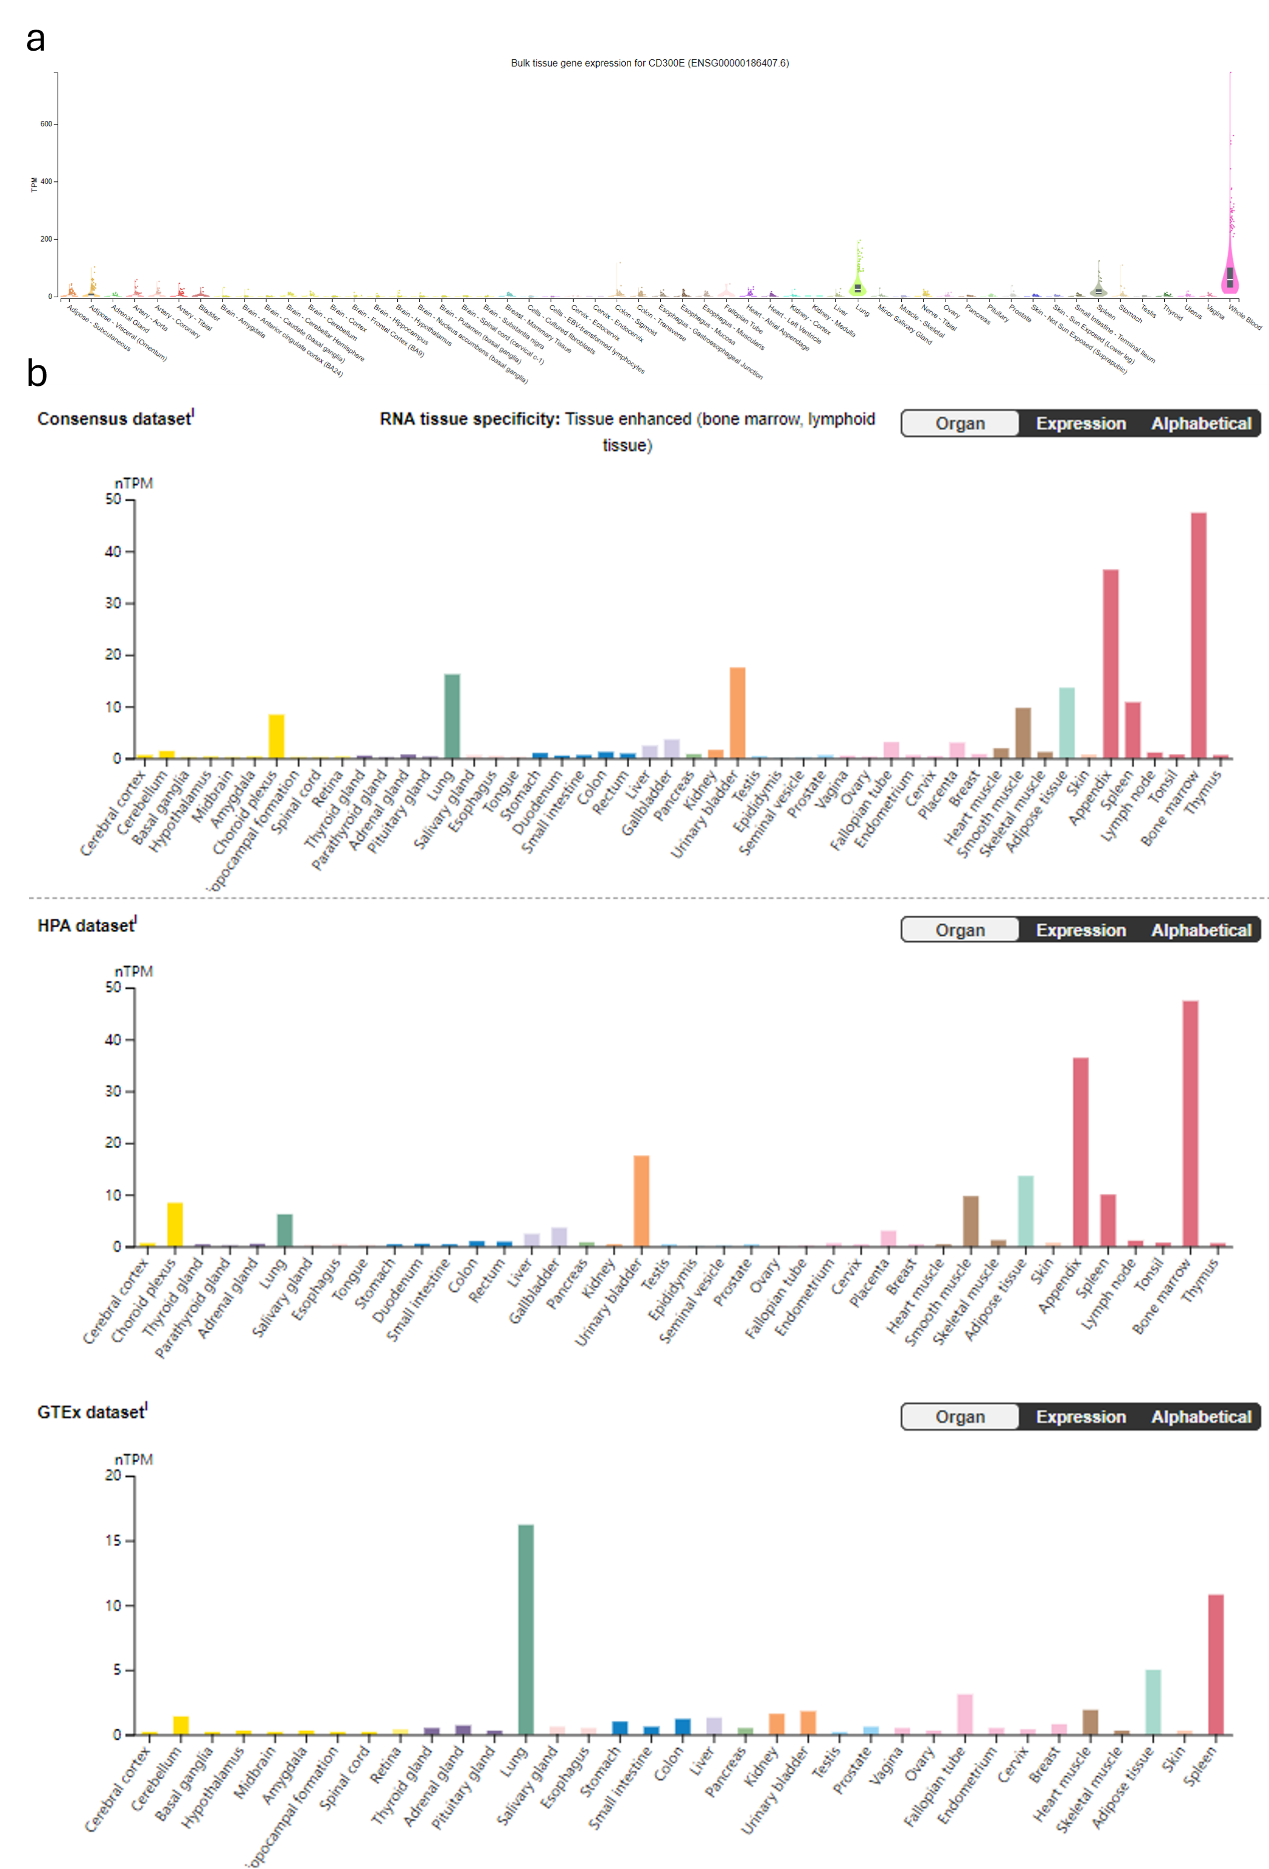

**Supplementary Figure 3.** a-b. CD300E mRNA expression in normal tissues from different datasets.

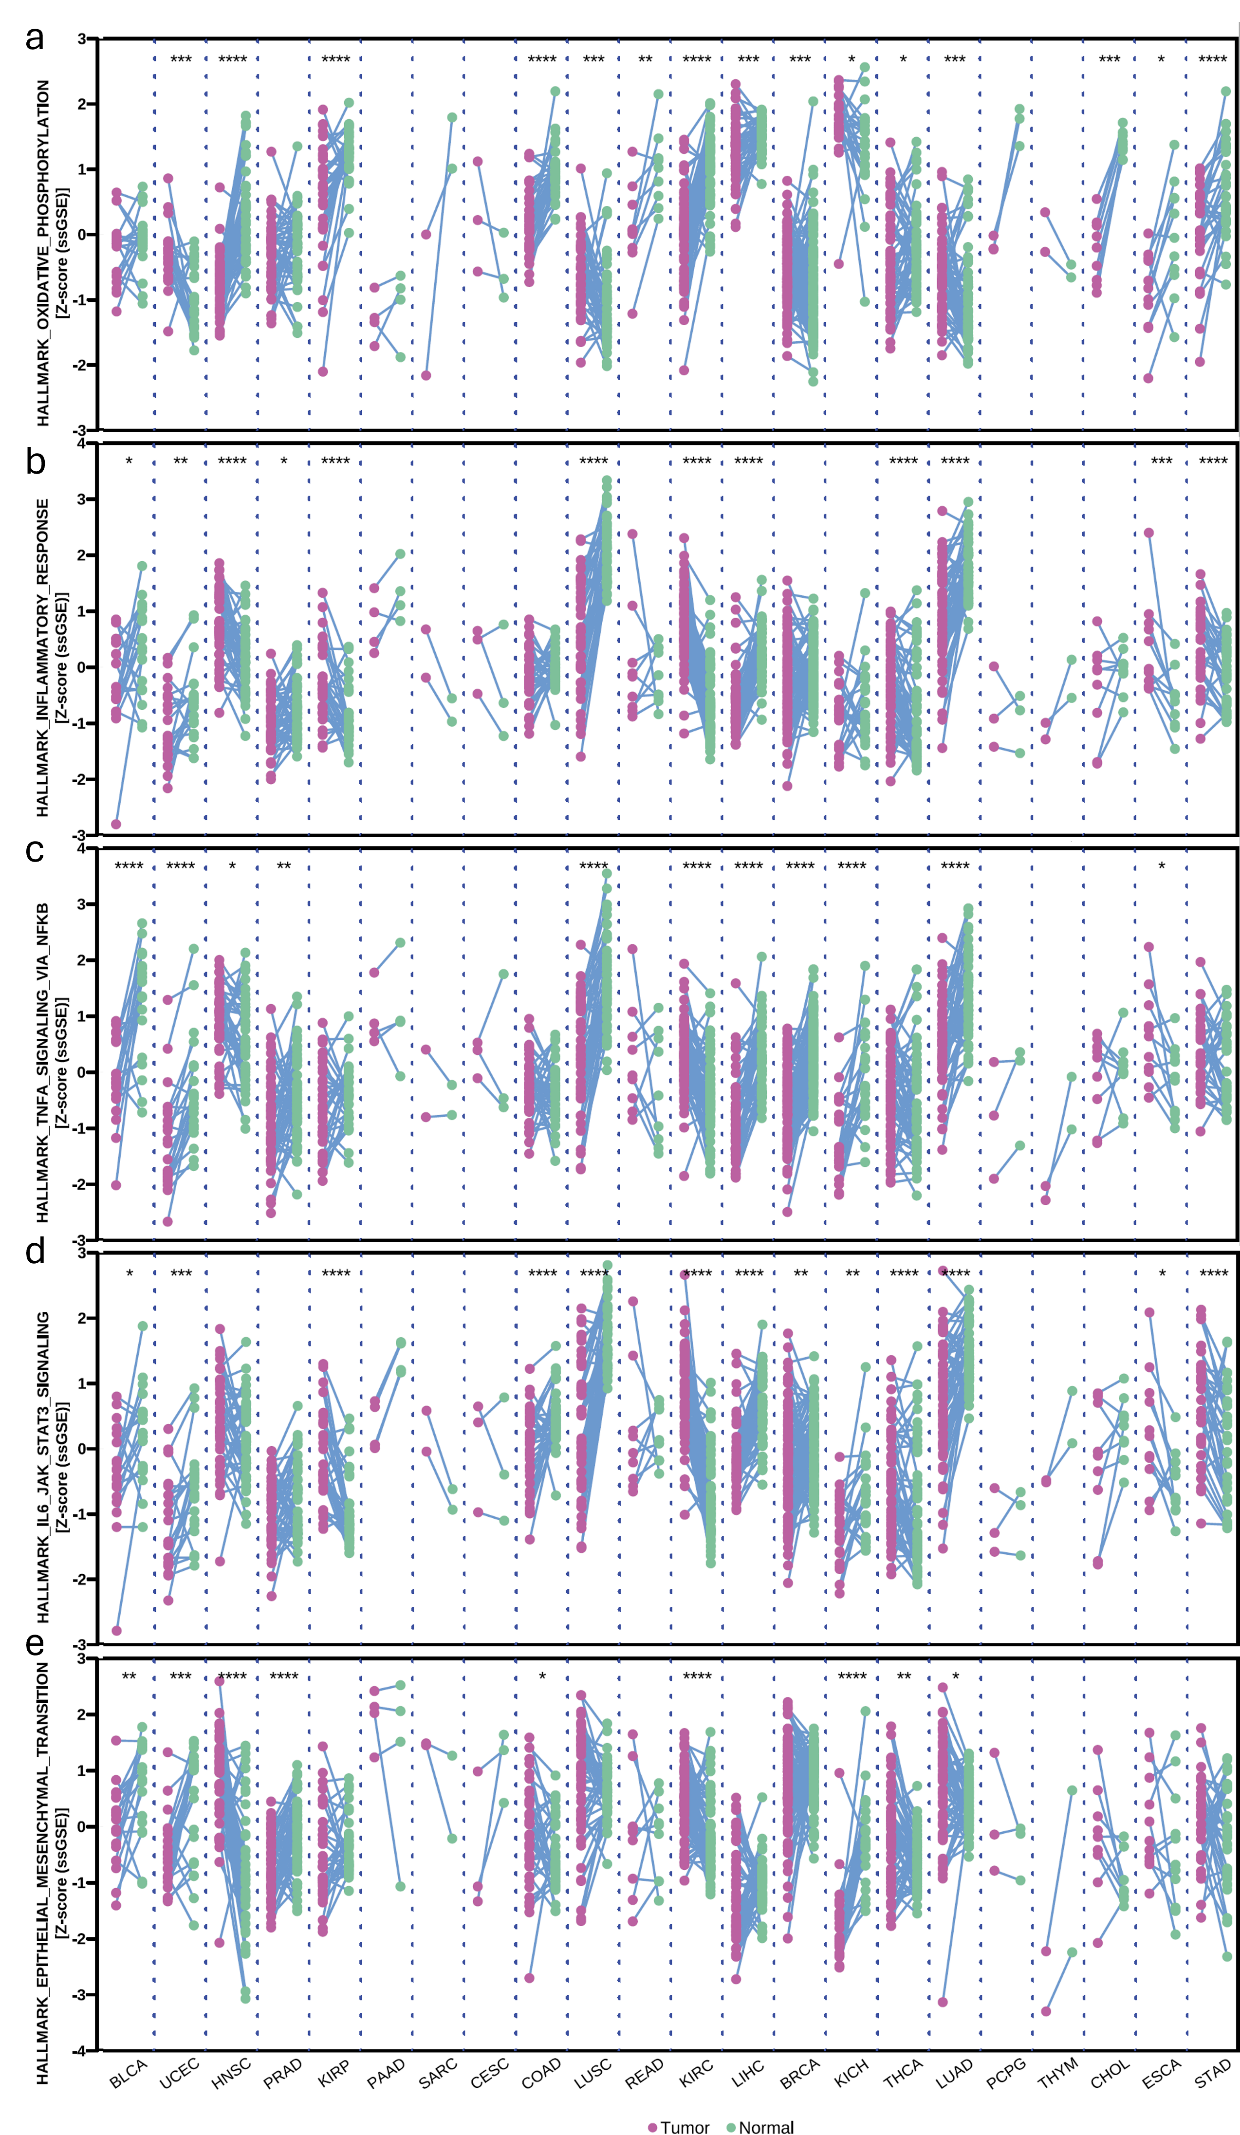

**Supplementary Figure 4**. (a-e) Violin plots demonstrate GSEA results for specific pathways, comparing gene set enrichment in tumor versus normal tissue samples. y-axis indicates the normalized enrichment score (NES) and x-axis categorizes cancer type. Color fills indicate the density of data points, with pink indicating tumors and cyan indicating normal tissue distribution.

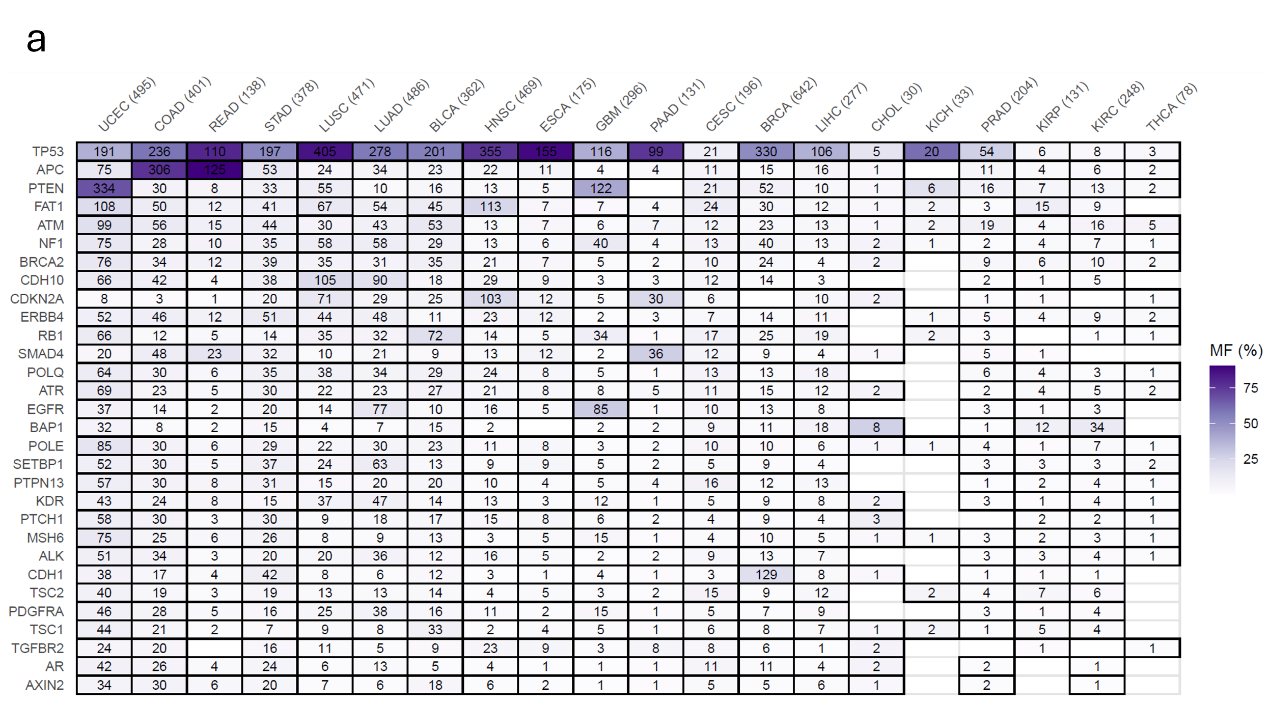

**Supplementary Figure 5**. **Mutational analysis in pan-cancer** (a). Analysis of mutation frequency and CNV in TCGA-COAD/READ. The mutation frequency of RNA modification “writers” among 20 cancer types in the TCGA cohort. The horizontal axis represents cancer types, and the number of samples is given in the parentheses. The vertical axis lists the names of the genes.

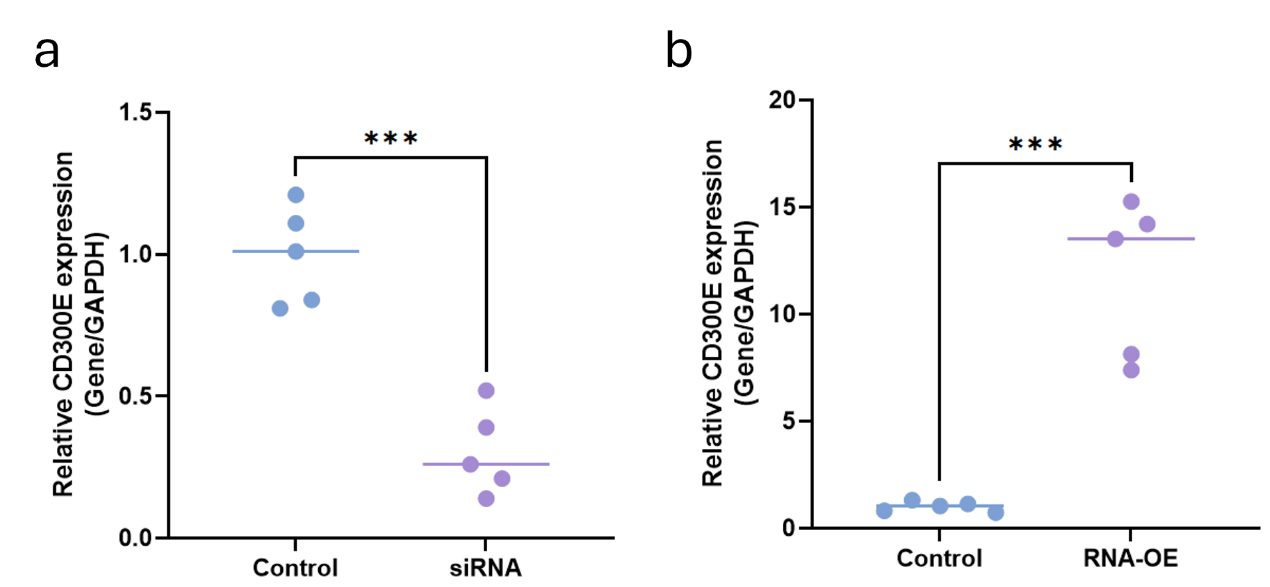

**Supplementary Figure 6**. (a-b) PCR validation of targeted gene. Significance was calculated with student t test. n = 5. ***P<0.001.

# Sup Figure 3. Schematic depiction of this work. Exercise-induce miR-133b in the circulating serum exosomes may prevent POP by down-regulating AXUD1, through which the proliferation of muscle cells was enhanced, and apoptosis was reduced.

**Supplemental Table 1. Primers for PCR used.**

| Primer Name | Primers |  |
| --- | --- | --- |
| CD300E | F: GTTTCCCCAGCAATTACAACCC  R: CAGAAGACAGCACCCAGCAT |  |
| GAPDH | F: GAAGGTGAAGGTCGGAGTCA  R: GACAAGCTTCCCGTTCTCAG |  |
| **Hairpin inserts for psiRNA-h7SK G1 (cloning sites: BbsI/BbsI) expression vector** Construct Human_cd300e #4       siRNA GC%: 38.10      Position: 236  Oligo 1  5' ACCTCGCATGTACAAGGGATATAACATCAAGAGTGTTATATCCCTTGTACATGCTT 3'  Oligo 2  5' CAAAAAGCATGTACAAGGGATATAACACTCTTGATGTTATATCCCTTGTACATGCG 3'  Construct Human_cd300e #4 \| GC%: 38.10 \| Position: 236  siRNA target:  5' GCATGTACAAGGGATATAACA 3'  siRNA scrambled:  5' GAATTAGCAGCGCAATAGATA 3' | |  |

According to

Extracellular vesicles from human plasma dampen inflammation and promote tissue repair functions in macrophages

https://www.invivogen.com/sirnawizard/construct3.php

>NM_181449.3 Homo sapiens CD300e molecule (CD300E), mRNA

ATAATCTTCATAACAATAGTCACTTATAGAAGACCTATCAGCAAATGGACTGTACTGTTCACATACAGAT

How the deposited data were processed for this re-analysis (not part of the article)

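The data were mRNA sequencing libraries of 10 4T1 tumors from BALB/c mice, 5 from the exercise group (E) and 5 from the non-exercise group (NE), taken after 21 days. The groups and the replicate numbers were taken from the sample labels, and the groups also from the paper's methods. The authors aligned the reads with Hisat2 and computed expression with Stringtie. The authors deposited 1 table with a read count and an FPKM for each gene and tumor, and how the whole-number counts were obtained is not stated in the paper's text. The counts were not normalized. The deposited FPKM equal the count scaled by gene length and total count, with a largest relative deviation of 5.12e-15, so that the TMM normalization of the paper's methods is not part of them. The table names 21959 genes, holds no line without a gene, and gives GO terms for 21567 genes and KEGG pathways for 8589. Its genome build is not named. The reference annotation used for the structure of genes was GRCm38, and coordinates were not converted between builds.

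From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr by group, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), with positive log2 fold changes for genes higher in E. Genes were called at a fold change of at least 2 and an FDR of at most 0.05. The alternatives were edgeR's exact test, DESeq2 1.42.0, limma-voom with sample weights and limma-trend on log2(FPKM + 1) (limma 3.58.1), library size without TMM, no filter on low counts, at least 10 counts in every tumor, the replicate number as a block, other thresholds and leaving out each tumor in turn. These choices, the tests, the lists of marker genes and the rule for named genes were made before the data were examined. Models with the skeletal muscle score or the log2 of the total count as a covariate, edgeR's exact test without a filter, DESeq2 with an unadjusted p of at most 0.01, enrichment of further lists, and camera and fry over the terms were added after seeing the data. On simulated data with the means and library sizes of the tumors, 200 of 13443 genes were changed by a log2 fold change of 1.2, and edgeR's quasi-likelihood test recovered 160 of them (80%) with 12 false calls. Recovery was counted at an FDR of at most 0.05 with no minimum fold change, for genes above a low mean level. Counts were drawn for each gene independently, without the variation that genes share between the tumors. The 80% is therefore not the power of the test on the tumors.

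The named genes are those the paper names for the mouse tumors or for the response of CD300E to exercise, the other genes of the Cd300 family, the 10 genes with the smallest unadjusted p (since no gene was called), the 3 genes with the largest share of counts, and up to 8 genes of the marker lists with an FDR of at most 0.05, of which 1 gene is not reported here. The genes Prl2c2, Prl2c3 and Prl2c5, the Y-linked genes and the genes Acta1, Chil3, Cxcl5, Dsp, Perp, Treml4 and Mst1r were named after their values were seen, as were the other members of enriched terms.

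Group differences of single values were tested with exact two-sided permutation tests over all assignments of 5 and 5 tumors (scipy 1.17.1 in Python 3.11.15), and correlations across tumors with 100000 permutations. Marker lists were tested with camera (inter-gene correlation 0.01), with an estimated correlation and with fry, and a score per tumor is the mean of log2(CPM + 1) over the list. CPM of single genes and scores include the TMM factor, while the sums over Y-linked and X-linked genes and the CPM with Wilson intervals are scaled by the total count alone. Enrichment used a one-sided Fisher's exact test per term with 5 to 2000 background genes and at least 1 gene of the list. The adjustment covered these terms alone. For the 56 genes they were 540 GO terms and 66 KEGG pathways, of the 6746 and 327 within the size limits. An adjustment over all terms would give higher FDR. To see how often other groupings gave as much, 100 splits of the 10 tumors into 5 and 5 were refitted, the real one included.

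The depth was 15045613 to 23092251 counted reads per tumor. For a gene as low as Cd300e, with 48 to 305 reads, the 95% Wilson interval of the share covers the counting error only, and PCR copies were not told from independent molecules. The tumor volumes and weights, the cell experiments and the pan-cancer data of the paper were not analysed here.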

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

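In this part, the tests of the Y-linked genes and of the first principal component were chosen only after the result was seen. A tumor is listed here when its gap to the nearest other tumor of its group was large against the range of the group (Dixon's test). Of 128 groups of 5 values tested, 17 were past the limit, and chance gives 6.4. Several of the values are not independent, since they come from the same tumors and from genes that move together.

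Non-exercise replicate 4 stood apart in 6 measures. Its most abundant gene, mt-Co1, took 1.61% of the reads, its endothelial cell score was 4.50, and it had 70.1 CPM of Prkaa2, 7.57 CPM of Ppargc1a and 9.50 CPM of Cd300lg, all higher than in the other NE tumors, while its 0.413 CPM of Gria4 was also the highest of NE. This value of Gria4 rests on 9 reads, against 4 in each other NE tumor. Exercise replicate 2 stood apart within E by 10.2 CPM of Prkaa2. Prkaa2 and Ppargc1a encode a subunit of AMPK and PGC-1α, which the paper names for the response to exercise. A technical explanation is skeletal muscle carried into some tumor pieces, which were grown at the abdomen. The 12 genes of the skeletal muscle list, all of which passed the filter in these tumors, took 2.96% of the reads of non-exercise replicate 4 and 0.437% in exercise replicate 2, the highest of E, and as little as 0.000641% in non-exercise replicate 1. Acta1, singled out after its values were seen, ranged from 1.61 to 6504 CPM. The first principal component, with 56.8% of the variance, followed the muscle score over the 10 tumors (Pearson's r = -0.963, permutation p = 0.000180, Spearman's rho = -0.903, permutation p = 0.000690, Benjamini-Hochberg adjusted 0.00108 and 0.00414 over 6 relations). Without non-exercise replicates 1 and 4, r was -0.835. Of the 50 genes with the largest weight in this component, 36 are annotated to muscle. Muscle in the pieces may therefore be a source of the differences between the tumors, which were larger within NE than between the groups. Whether it is also why non-exercise replicate 4 correlated least with the other tumors stays open. Without the 1099 genes annotated to muscle its mean r rose from 0.961 to 0.973, still under the 0.981 to 0.991 of the other tumors, and the annotation does not list all genes of muscle. A response of the tumor tissue itself to exercise was not tested for these genes.

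Exercise replicate 5 stood apart from the other tumors of E in 7 measures, the neutrophil score (5.14) and Dbn1 (28.6 CPM), Col3a1 (7004 CPM), Col1a1 (3833 CPM), Col1a2 (3909.6 CPM), Dcn (379.7 CPM) and Pdgfra (124 CPM), all higher. Of genes singled out after their values were seen, Cxcl5 had 79.6 CPM and Chil3 83.8 CPM in this tumor. It also had the shallowest library, but CPM are scaled for that. The interferon response, neutrophil and fibroblast lists were higher in E by camera, and in 4 of the 10 fits that each left out 1 tumor at least 1 of the 3 lists lost its FDR. Without exercise replicate 5 the median log2 fold change of the neutrophil list was -0.061 and that of the fibroblast list -0.081, so that the difference of these lists between the groups may come from a single tumor. What sets this tumor apart, more stroma and neutrophils in the piece or an inflamed tumor, cannot be read from the table, and no biological explanation was tested.

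Non-exercise replicate 1 stood apart by a low macrophage or monocyte score (6.20) and a low dendritic cell score (1.504), and it also had the lowest Y-linked level given below. Non-exercise replicate 5 stood apart by its differentiated keratinocyte score (3.53). Of genes singled out after their values were seen, Dsp had 25.2 CPM and Perp 29.6 CPM in this tumor. Skin in the piece was not tested against a keratinized tumor. No biological explanation was tested for these 2 tumors, since mice within a group had the same treatment.

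The paper describes the mice as female, and 4 of the 172 Y-linked genes of the table (Ddx3y, Eif2s3y, Kdm5d and Uty) had at least 10 reads in each of the 10 tumors. The lowest level of Ddx3y was 4.59 CPM, in non-exercise replicate 1. The sum of the 4 genes was 39.2 ± 10.4 CPM in E and 40.7 ± 17.6 CPM in NE (SD, n = 5 each, exact permutation test, p = 0.873). Reads of the X-linked copies assigned to the Y-linked genes are argued against, because the Y-linked sum varied 4.72-fold between the tumors, from 12.7 to 60.1 CPM, and that of the X-linked copies 1.22-fold, and because few stretches of 50 bases are shared with the X-linked copy, 2 of 4551 for Ddx3y, 12 of 5159 for Uty, 0 of 7925 for Kdm5d and 0 of 3065 for Eif2s3y. Of the stretches of Kdm5d, 317 occur in other genes, 142 in number, and reads of those genes were not tested as a part of the sum. The Y-linked score rose with the macrophage or monocyte score (Pearson's r = 0.924, permutation p = 0.00135, Spearman's rho = 0.782, permutation p = 0.0101, adjusted 0.00405 and 0.0303 over the 6 relations), which is what Y-linked reads from cells of the host would give and the opposite of what reads from the 4T1 cells alone would give. Without non-exercise replicate 1 and exercise replicate 5, r was 0.632 (permutation p = 0.0943), so the relation rests on those tumors, and host cells and 4T1 cells as the origin cannot be told apart with the 8 tumors left. The T cell score gave r = 0.806 (permutation p = 0.00937, rho = 0.588, permutation p = 0.0807, adjusted 0.0187 and 0.121), and 0.139 without non-exercise replicates 1 and 4. The X-linked copies showed no clear relation to the macrophage or monocyte score (r = 0.0904, permutation p = 0.852, rho = -0.164, permutation p = 0.655, adjusted 0.852 and 0.759, and r = -0.570, permutation p = 0.144, without non-exercise replicate 1 and exercise replicate 5). A sex of the mice other than stated and RNA from other samples may both be behind these reads and were not tested.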

How the results depend on the processing

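The values in this part from edgeR's exact test without a filter, from DESeq2 with an unadjusted p of at most 0.01, from covariates, from camera over the terms and from the background of all annotated genes come from settings chosen only after the result was seen.

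No gene was called at a fold change of at least 2 and an FDR of at most 0.05 under edgeR's exact test, DESeq2, limma-voom with sample weights, limma-trend on log2(FPKM + 1), library size only, no filter on low counts, at least 10 counts in every tumor, the block, or any of the 10 fits that each left out 1 tumor. At an unadjusted p of at most 0.05, those 10 fits gave 372 to 1350 genes, edgeR's exact test 349 and limma-voom with sample weights 1800, against 657 in the main fit. Without a minimum fold change DESeq2 gave 3 genes at an FDR of at most 0.05 and edgeR's quasi-likelihood test 0, with 657 at an unadjusted p of at most 0.05. Of the added settings, edgeR's exact test without a filter called 1 gene, Prl2c3, with tagwise dispersions (FDR 0.0420) and 649 with one common dispersion (77 higher and 572 lower), and DESeq2 with an unadjusted p of at most 0.01 gave 22. The common dispersion ignores that genes differ in their spread between mice. The muscle score as a covariate left 0 genes (1053 at an unadjusted p of at most 0.05), as did the total count (122).

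With an unadjusted p of at most 0.05 and a fold change of at least 2, the number was 56 (27 higher and 29 lower). It was 89 with edgeR's exact test (40 higher and 49 lower), 250 with no filter on low counts (80 higher and 170 lower), where more genes were tested, 27 (16 higher and 11 lower) with at least 10 counts in every tumor, where fewer were tested, and 8 (6 higher and 2 lower) with limma-trend on log2(FPKM + 1), whose fold changes are damped by the pseudocount. It was 421 and 979 with edgeR's exact test without a filter (tagwise and common dispersion) and 12 with the total count as a covariate. Leaving out each tumor gave 33 (without exercise replicate 5, 7 higher and 26 lower) to 110 (without non-exercise replicate 1, 19 higher and 91 lower), and 87 without non-exercise replicate 5. The cause was not tested for the exact test and for the single tumors.

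Cd300e stayed lower in E in each setting. Its log2 fold change was -1.23 to -0.73 over the alternatives set in advance, where -0.73 is the value of limma-trend that the pseudocount damps, and the FDR was 0.242 to 1. The 10 fits that each left out 1 tumor gave -1.23 to -0.79. As a single gene it was past 0.05 by exact permutation (log2 ratio of mean FPKM -1.06, p = 0.0159) and by the exact Mann-Whitney test (log2 ratio of medians -0.99, p = 0.0159), since a single test is not adjusted for the other genes. With edgeR's exact test, no filter and one common dispersion it was -1.09 (FDR 0.0175).

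The difference of within-group and between-group correlation was -0.00392 to 0.00114 over the 10 fits that each left out 1 tumor. It changed sign in the 5 that left out an NE tumor, with exact permutation p of 0.127 to 0.889 over the 10. Those 5 fits keep all pairs within E and fewer within NE, so that the within-group mean leans toward E. Their change of sign cannot show that single tumors decide the difference. Detected genes with an FPKM of at least 1 differed by 19.2, in the other direction than with an FPKM above 0 (-123.2). The cause of this change in the detected genes was not tested.

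The main list gave no value for the enrichment with either background. The 56 genes gave 36 GO and KEGG terms at an FDR of at most 0.05, and 43 against all annotated genes of the table. The FDR of these lists, and of the list by DESeq2, cover only terms with at least 1 gene of the list. The 22 genes by DESeq2 gave 25, and camera over the terms gave 369, while fry gave 0 (511 GO and 20 KEGG terms at an unadjusted p of at most 0.05). Of the marker lists, 3 were past an FDR of 0.05 by camera, and 0 with the estimated correlation and with fry. Leaving out each tumor gave 1 (without exercise replicate 5) to 7 lists (without non-exercise replicate 4), and 5 without exercise replicate 3. The median log2 fold change was -0.061 to 0.96 for the neutrophil list and -0.081 to 1.00 for the fibroblast list over these fits.

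The paper speaks of matched pairs without saying what was matched, and its methods of a random division of the mice. In the values, tumors with the same replicate number did not deviate together, so that the numbers were not taken as pairs. The correlations of the deviations from the group means were -0.018, 0.021, -0.24, -0.26 and 0.32 for numbers 1 to 5. With the replicate number as a block, 0 genes were called (714 at an unadjusted p of at most 0.05, and 48 of them with a fold change of at least 2, of which 36 were higher and 12 lower), Cd300e had a log2 fold change of -1.02 (FDR 0.871 by edgeR), and 4 marker lists were past an FDR of 0.05.

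Of 703 values of single genes and lists under the alternatives, 634 kept their direction and side of the threshold, 10 lost it, 2 gained it and 57 changed sign. The genes that changed sign had an unadjusted p of 0.168 (Prkaa2) or more by edgeR. Under DESeq2, Fcer1g had 0.0019 and Cd300a 0.0017. With library sizes only, Fcer1g had 0.039, Prkaa1 0.0015 and Cd300a 0.042. With no filter, Fcer1g had 0.0031 and Cd300a 0.0018. With limma-trend, Fcer1g had 0.069, Prkaa1 0.0077 and Cd300a 0.065. With the block, Fcer1g had 0.027, Cd300a 0.060 and Prkaa2 0.39. With limma-voom, Tyrobp had -0.036, Prkaa2 1.08, Cd300c2 -0.015, Cd300ld -0.0096 and Cd300ld4 -0.052. The cause was not tested. Leaving out each tumor gave -0.067 to 0.23 for Tyrobp, -0.15 to 0.093 for Fcer1g, -0.088 to 0.025 for Prkaa1, -3.14 to 0.91 for Prkaa2 (0.91 without non-exercise replicate 4), -0.20 to 0.18 for Cd300a, -0.061 to 0.23 for Cd300c2, -0.045 to 0.34 for Cd300lb, -0.10 to 0.30 for Cd300ld, -0.28 to 0.26 for Cd300ld4, -0.13 to 0.78 for Cd300lg, -0.042 to 0.30 for Fn1, -0.39 to 0.87 for Dcn and -0.081 to 0.25 for Pdgfra.

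The alternatives for a table of FPKM without counts were not run, since counts were given. The depth limits Cd300e, with 48 to 100 reads per tumor in E, more than it limits abundant genes.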

Differences from the paper's values

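The settings named here as added or looked through were chosen only after the result was seen.

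The paper reports 22 differentially expressed genes, and the value here was 0 at a fold change of at least 2 and an FDR of at most 0.05, with 657 genes at an unadjusted p of at most 0.05. Figure 1 shows about 11 genes higher and about 11 lower in E, read by eye, where the values here were 0 and 0. Of the alternatives set before the data were examined, taken one at a time, none gave a number within 1.5 times of the paper's. The count models, limma, library size, both filters, the block and the 10 fits that each left out 1 tumor gave 0, and a fold change of at least 2 with an unadjusted p of at most 0.05 gave 56 (27 higher and 29 lower). With that threshold, 2 of these alternatives came within 1.5 times of the paper's number, at least 10 counts in every tumor with 27 genes (16 higher and 11 lower) and the fit without exercise replicate 5 with 33 (7 higher and 26 lower). DESeq2 with a fold change of at least 2 and an unadjusted p of at most 0.01, a setting chosen after seeing the values, gave 22 genes, 11 higher and 11 lower, with Cd300e among them. All 22 were among the 56. The DESeq2 FDR of Cd300e was 0.242, over a range of 0.242 to 1 for the alternatives. edgeR's exact test without a filter and with one common dispersion, also chosen after seeing the values, called Cd300e (FDR 0.0175) among 649 genes. After the values were seen, 229 combinations of a test, a filter and a threshold were looked through, with the count models, a likelihood ratio test, fixed dispersions, and two-sample tests on linear or log2 FPKM and CPM. Of these, 43 gave a number within 1.5 times of the paper's, all at an unadjusted p, 25 of the 43 included Cd300e, and 1 gave exactly 22. With an FDR threshold, 0 of 17 gave a number within 1.5 times of the paper's, and 6 called Cd300e, all of them edgeR's exact test with a single dispersion for all genes, among 631 to 801 genes.

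The paper gives a p-value of 0.008 for CD300E, and the unadjusted p here was 0.00382 by edgeR's quasi-likelihood test. Within 1.5 times of the paper's value were the block (0.0109) and the fits by edgeR without exercise replicates 1 (0.00993), 2 (0.0110), 3 (0.00643) and 5 (0.0109) and without non-exercise replicates 1 (0.00729), 4 (0.00543) and 5 (0.00686). Further away were edgeR's exact test (0.00141), DESeq2 (0.000438), library size only (0.00409), no filter (0.00351), at least 10 counts in every tumor (0.00315), limma-trend (0.00533), limma-voom (0.0168), the exact permutation and Mann-Whitney tests (0.0159 each), and the fits without exercise replicate 4 (0.00320) and without non-exercise replicates 2 (0.00195) and 3 (0.00351). The smallest p that an exact test of 5 tumors against 5 can give is 0.00794. The two-sample tests that were looked through afterwards gave 0.00970 to 0.0552, the lowest of which lie within 1.5 times of the paper's value.

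The correlation of non-exercise replicates 1 and 4 is about 0.83 in Supplementary Figure 2, read by eye, and was 0.935 here on the log2(FPKM + 1) scale. On the linear FPKM scale it was 0.833. With Spearman's rho it was 0.933, and over genes with a mean FPKM of at least 1 it was 0.861.

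The paper describes high consistency within the groups and differences between them. Here the tumors of E correlated more with each other (0.990) than with those of NE (0.984), and the tumors of NE less with each other (0.975). Over both groups the within-group mean was lower by 0.00120. The sign changed when any one of the NE tumors was left out, but such fits hold fewer pairs within NE than within E. They cannot show that single tumors decide the sign. The paper names MicroRNAs in cancer and the Calcium signaling pathway as the most changed pathways. In the list of 56 genes the IL-17 signaling pathway had the smallest FDR (1.74e-05), which it lost in 4 of the 10 fits that each left out 1 tumor, and these pathways had 0.341 and 0.566. In the list of 22 genes by DESeq2, no KEGG pathway reached an FDR of at most 0.05 (smallest 0.0982, with 3 at an unadjusted p of at most 0.05), the Calcium signaling pathway had 0.241 with 1 gene, and no gene was in MicroRNAs in cancer. The paper's figure also shows GO terms on secretion of body fluid and cerebrospinal fluid, which had 3 and 4 tested genes by the table's annotation, fewer than the minimum of 5.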

Other observations

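In this part, some tests were chosen only after the result was seen. These are the tests of the total count as a covariate, of Prl2c paralogs and of single tumors behind the marker lists. The tests of the standard errors of the macrophage or monocyte genes and of the patrolling monocyte genes also belong to them. A relation of Cd300e to the library size within each group had been planned and was not used, since 5 tumors per group are too few for a correlation.

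The groupings of the tumors were compared. The real split gave 0 called genes, so that each of the 100 splits of the 10 tumors into 5 and 5, the real one included, gives as many, and this count decides nothing. Any called gene was found in 2 splits, with at most 7. As many genes with a fold change of at least 2 and an unadjusted p of at most 0.05 as the real 56 were found in 65 splits (median 92.5, 13 to 547), and as many with an unadjusted p of at most 0.05 as the real 657 in 36 splits (median 465.5). As many marker lists past an FDR of 0.05 by camera as the real 3 were found in 91 splits (median 7). By the latter 3 counts, exercise did not stand out from other groupings of the same tumors. With the skeletal muscle score as a covariate, the spread between tumors (biological coefficient of variation) fell from 29.7% to 18.5% and the smallest FDR was 0.0621, with 0 genes called and 1053 at an unadjusted p of at most 0.05. Muscle in the pieces may hide part of the differences between the groups, which stays open, since the smallest FDR lies close to the threshold and 10 tumors leave few degrees of freedom.

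For the lower Cd300e in E, technical and cellular explanations were weighed. Fewer macrophages or monocytes in E are argued against as the whole cause. The median log2 fold change of the macrophage or monocyte list was 0.12, with 8 of 10 genes higher in E, and -0.061, with 2 of 10 higher, without non-exercise replicate 1, so that its sign rests on that tumor. In both fits each of the 10 genes lay more than 2 of its own standard errors above the log2 fold change of Cd300e (-1.09 and -1.08). Without exercise replicate 2 and without exercise replicate 5, 9 of the 10 genes did. Without non-exercise replicate 5, where Cd300e had -0.79, 8 of the 10 did. The remaining fits that each left out 1 tumor gave 10 of 10. These counts leave out the standard error of Cd300e itself (0.295 in the main fit). The genes of a list also need not vary independently, so that the counts are no measure of significance. A smaller fall of macrophages or monocytes stays open. Fewer patrolling monocytes, a list written after the data were seen, stay open. The median log2 fold change of their 7 genes was -0.041, with 4 of the 7 lower in E and the lowest, Treml4, at -0.52 (standard error 0.456). The score differed by 0.0865 (standard error 0.288). In the main fit, 6 of the 7 genes lay more than 2 of their own standard errors above Cd300e, which goes against these cells as the whole cause. Over the fits that each left out 1 tumor it was 4 (without non-exercise replicate 5) to 7 (without non-exercise replicate 3). A count that moves with single tumors, and genes that go both ways, do not decide it. Muscle in the pieces is argued against, since the log2 fold change with the muscle score as a covariate was -1.07. The shallower libraries of E are argued against as the whole cause, since with the log2 of the total count as a covariate it was -0.89 (standard error 0.391). A part stays open, because the total count and Cd300e rose together over the 10 tumors (Pearson's r = 0.634, permutation p = 0.0483, Spearman's rho = 0.733, permutation p = 0.0215, adjusted 0.0724 and 0.0430 over 6 relations, and r = 0.512 without exercise replicate 5 and non-exercise replicate 1). No correlation is given within a group, since 5 tumors are too few for one. A lower expression per cell with exercise remains a hypothesis, and at this number of tumors chance remains another, given the FDR of 0.897. The macrophage or monocyte score was not related to Cd300e (r = -0.266, permutation p = 0.433, rho = -0.115, permutation p = 0.759, adjusted 0.519 and 0.759, and r = 0.295 without non-exercise replicate 1 and exercise replicate 5).

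The other genes of the Cd300 family did not fall with Cd300e. Their log2 fold changes were -0.0022 (Cd300a), 0.0058 (Cd300ld4), 0.057 (Cd300lg), 0.11 (Cd300c2), 0.12 (Cd300lb), 0.12 (Cd300ld), 0.25 (Cd300lf) and 0.94 (Cd300ld3), and the smallest FDR by edgeR among them was 0.897. Those of Cd300a, Cd300c2, Cd300ld and Cd300ld4 changed sign with a scaling or a model, and those of Cd300lb and Cd300lg when a single tumor was left out. The adaptor genes Tyrobp and Fcer1g had log2 fold changes of 0.097 and -0.00053. Of the regulators that the paper names for exercise, Stat3 had 0.054, Nfkb1 0.085, Rela 0.053 and Prkaa1 -0.026, with FDR of 0.897, 0.897, 0.9003 and 0.974 by edgeR. Prkaa2 had -2.17 and 0.91 without non-exercise replicate 4. Ppargc1a was below the filter on low counts, with 2 to 16 reads in E and 5 to 165 in NE.

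Over the 16 marker lists, the median log2 fold changes were 0.34 for interferon response (camera FDR 0.00209, 7 of 8 genes higher), 0.75 for neutrophil (FDR 0.00399, 8 of 8 higher) and 0.68 for fibroblast (FDR 0.00588, 7 of 7 higher). None of the 3 held with an estimated inter-gene correlation (FDR 0.731 each) or with fry (FDR 0.987 each), and their scores per tumor did not differ (exact permutation test, p = 0.238, 0.524 and 0.349). Without exercise replicate 4 the FDR of the interferon response list was 0.0581, and without non-exercise replicate 4 it was 0.0622. Without non-exercise replicate 1 the neutrophil list had 0.124 and the fibroblast list 0.240. These made up, with the fit without exercise replicate 5, the 4 fits in which a list was lost, so that single tumors may decide these lists. The genes with the highest expression in the 3 lists included Col3a1 (0.88), Col1a1 (1.31), Col1a2 (1.32), Dcn (0.22), Irf7 (0.48), Rsad2 (0.30) and Pdgfra (0.14), each with an FDR of at least 0.897 by edgeR. The other lists had camera FDR above 0.05, with medians of 0.12 (macrophage or monocyte), -0.067 (T cell), -0.037 (NK cell), -0.23 (B or plasma cell, 3 of 7 genes tested), 0.060 (dendritic cell), -2.37 (skeletal muscle), -0.52 (lactating mammary epithelium, 1 of 8 genes tested), -1.38 (adipocyte, 6 of 8), -0.77 (differentiated keratinocyte, 2 of 8), 0.037 (endothelial cell), -0.091 (smooth muscle or pericyte), -0.61 (erythroid cell) and -0.046 (proliferation). Of these 13 medians, 10 changed sign when some single tumor was left out, and those of lactating mammary epithelium, erythroid cell and proliferation kept it. Without non-exercise replicate 4 the medians were 1.03 (skeletal muscle), 0.33 (adipocyte), 0.67 (smooth muscle or pericyte) and -0.084 (erythroid cell), and without non-exercise replicate 5 that of differentiated keratinocyte was 0.39. The scores of skeletal muscle and adipocyte did not differ between the groups (exact permutation test, p = 0.897 and 0.762).

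Over all terms of the table and all genes tested, camera gave 65 of 327 KEGG pathways and 304 of 6746 GO terms at an FDR of at most 0.05, with Ribosome lower in E first among the pathways (FDR 6.24e-08, median log2 fold change -0.10). Under fry none held, and 20 KEGG pathways and 511 GO terms had an unadjusted p of at most 0.05.

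Prl2c3, a prolactin family gene chosen after its values were seen, had a log2 fold change of -3.32 (standard error 0.90, FDR 0.897 by edgeR), and Prl2c2 had -1.56. Over the fits that each left out 1 tumor, Prl2c3 had -3.62 to -2.29 and Prl2c2 -1.78 to -1.06. Non-exercise replicate 4 had 107 CPM of Prl2c3 and the other NE tumors 2.38 to 43.7. The size of the difference thus depends on single tumors, while its sign did not change. With edgeR's exact test without a filter and with tagwise dispersions, a setting added after seeing the data, Prl2c3 was the 1 gene called (FDR 0.0420). Reads that only moved between the copies would leave their sum unchanged. The summed CPM of Prl2c2, Prl2c3 and Prl2c5 was 14.5 ± 4.26 in E and 67.2 ± 65.9 in NE (SD, n = 5 each), a log2 ratio of -2.21 (exact permutation test, p = 0.0794). The spread within NE keeps this open.

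The oligonucleotides of the paper's supplement for CD300E were compared with the mouse transcripts of GRCm38. The qPCR primers and the siRNA target had an exact match in 0 mouse transcripts. Their closest stretches in the Cd300e transcript had 9 mismatches for the forward primer of 22 nt, 3 for the reverse primer of 20 nt and 8 for the siRNA target of 21 nt. The supplement labels the siRNA construct as human, so that mismatches with the mouse gene are what its label would give, and the species of the primers is not stated there. No sample here was measured with them.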
